# LIM1 contributes to the malignant potential of endometrial cancer

**DOI:** 10.3389/fonc.2023.1082441

**Published:** 2023-03-10

**Authors:** Hiroaki Kato, Noritaka Saeki, Matome Imai, Hiroshi Onji, Akiko Yano, Shuhei Yoshida, Tomohisa Sakaue, Toru Fujioka, Takashi Sugiyama, Yuuki Imai

**Keywords:** endometrial cancer, Lim1, knockdown, CREB signaling, RNA-sequencing, ingenuity pathway analysis

## Abstract

**Introduction:**

The incidence of endometrial cancer (EC) has been increasing worldwide. However, because there are limited chemotherapeutic options for the treatment of EC, the prognosis of advanced-stage EC is poor.

**Methods:**

Gene expression profile datasets for EC cases registered in The Cancer Genome Atlas (TCGA) was reanalyzed. Highly expressed genes in advanced-stage EC (110 cases) compared with early-stage EC (255 cases) were extracted and Gene Ontology (GO) enrichment analysis was performed. Among the enriched genes, Kaplan-Meier (KM) plotter analysis was performed. Candidate genes expression was analyzed in HEC50B cells and Ishikawa cells by RT-qPCR. In HEC50B cells, LIM homeobox1 (LIM1) was knocked down (KD) and cell proliferation, migration, and invasion ability of the cells were evaluated. Xenografts were generated using LIM1-KD cells and tumor growth was evaluated. Ingenuity Pathway Analysis (IPA) of RNA-seq data using LIM-KD cells was performed. Expression of phospho-CREB and CREB-related proteins were evaluated in LIM1-KD cells by western blotting and in xenograft tissue by immunofluorescent staining. Two different CREB inhibitors were treated in HEC50B and cell proliferation was evaluated by MTT assay.

**Results:**

Reanalysis of TCGA followed by GO enrichment analysis revealed that homeobox genes were highly expressed in advanced-stage EC. Among the identified genes, KM plotter analysis showed that high LIM1 expression was associated with a significantly poorer prognosis in EC. Additionally, LIM1 expression was significantly higher in high-grade EC cell lines, HEC50B cells than Ishikawa cells. Knockdown of LIM1 showed reduced cell proliferation, migration and invasion in HEC50B cells. Xenograft experiments revealed that tumor growth was significantly suppressed in LIM1-KD cells. IPA of RNA-seq data using LIM-KD cells predicted that the mRNA expression of CREB signaling-related genes was suppressed. Indeed, phosphorylation of CREB was decreased in LIM1-KD cells and LIM1-KD cells derived tumors. HEC50B cells treated by CREB inhibitors showed suppression of cell proliferation.

**Conclusion and discussion:**

Collectively, these results suggested that high LIM1 expression contributed to tumor growth *via* CREB signaling in EC. Inhibition of LIM1 or its downstream molecules would be new therapeutic strategies for EC.

## Introduction

The incidence of endometrial cancer (EC) has been increasing worldwide for patients of all ages (1). Because patients frequently recognize symptoms of abnormal genital bleeding during early-stage EC, surgical treatment is typically performed early and is effective. However, advanced-stage EC and recurrent cases require adjuvant treatment, such as chemotherapy and radiation therapy, in addition to surgery, and the prognosis of these patients remains poor (2). Although treatments with immune checkpoint inhibitors (3) and multikinase inhibitors (4) have recently been applied for recurrent and refractory EC, the options for chemotherapy and molecular-targeted therapy are limited for patients with advanced-stage EC compared with those for patients with other types of cancers, such as hematologic cancers (5); therefore, novel therapeutic targets and drugs for EC are urgently required. Recently, integrative genome-wide analyses have been widely utilized to identify target molecules for cancers by exploiting publicly available datasets registered in databases, such as The Cancer Genome Atlas (TCGA) (6) and Gene Expression Omnibus (GEO) (7). For example, we have identified *GPRC5A* as a possible therapeutic target for prostate cancer using integrative genome-wide analyses with nonbiased datasets (8). In this study, in order to identify possible therapeutic targets for advanced EC, gene expression profiling datasets of publicly available endometrial uterine cancer cases registered in TCGA were analyzed. Integrative genome-wide analyses found that *HOMEOBOX* genes were significantly enriched in patients with advanced EC. Among these genes, LIM homeobox1 (LIM1) was found to be associated with a poor 5-year survival rate in patients with advanced EC. LIM1 knockdown (KD) in EC cell lines resulted in decreased cell proliferation and invasion. RNA-seq analysis demonstrated that LIM1 upregulates CREB signaling-related genes and that LIM1 KD led to reduced phosphorylation of CREB *in vitro* and *in vivo*, suggesting that LIM1 contributes to the malignancy of EC *via* CREB signaling.

## Material and method

### RNA-seq data analysis from TCGA

To identify candidate genes as new therapeutic targets for EC, we re-analyzed publicly available databases. RNA-seq data were obtained from the Genomic Data Commons DATA Portal (https://gdc.cancer.gov/) and analyzed independently. mRNA expression data normalized by the fragments per kilobase of exon per million mapped fragments (FPKM) method were extracted from TCGA (FIGO stage I: 255 samples, stages II–IV: 110 samples). FPKM values were compared between stage I and stages II–IV, and genes that showed more than 2-fold differences in expression in the stages II–IV group on average and significant differences by Student’s *t*-tests were designated as differentially expressed genes (DEGs). DEGs were then subjected to Gene Ontology (GO) enrichment analysis using Database for Annotation, Visualization and Integrated Discovery (DAVID) Bioinformatics Resources 6.8 (9, 10).

### Kaplan-Meier plot analysis

Kaplan-Meier plot analysis was conducted using Kaplan-Meier plotter software (http://kmplot.com/analysis/index.php?p=service&cancer=pancancer_rnaseq) (11, 12).

### Cell culture

Ishikawa and HEC50B human EC cells were obtained from the Japanese Collection of Research Bioresources Cell Bank. EC cells were cultured in Dulbecco’s modified Eagle medium (DMEM) with heat-inactivated 10% fetal bovine serum (FBS; MP Biochemicals, New Zealand) and 1% antibiotics (100× diluted antibiotic-antimycotic; Gibco, CA, USA) at 37°C in a humidified atmosphere containing 5% CO_2_.

### Retrovirus transduction

A Platinum Retrovirus Expression System (Amphotropic, VPK-301; Cell Biolabs, USA) was used to overexpress LIM1 in EC cell lines. Packaging cells were cultured in DMEM containing 10% FBS, 1 μg/mL puromycin, 10 μg/mL blasticidin, and 10 μg/mL penicillin/streptomycin. The cDNA sequence of *LIM1* was incorporated into the pMx-vector (pMx-LIM1-vector), and the pMx-LIM1-vector was transfected into packaging cells by lipofection using Lipofectamine 3000 (Thermo Fisher Scientific, USA). Twenty-four hours after lipofection, the medium was replaced with antibiotic-free medium followed by additional incubation for 24 h. After filtration of the virus-containing supernatant using a polyvinylidene difluoride (PVDF) membrane with a 0.22-μm pore size (Merck Millipore, Ireland), Ishikawa cells were cultured in the filtered supernatant supplemented with 8 μg/mL polybrene (hexadimethrinebromide; cat. no. H9268-5G; Sigma Aldrich, St. Louis, MO, USA). After 4 h, antibiotic-free DMEM was added to maintain the concentration of polybrene at less than 4 µg/mL. After 24 h, the medium was replaced with DMEM supplemented with 10 μg/mL puromycin.

### Lentiviral transduction

Trans-Lentiviral shRNA Packaging mix (cat. no. TLP5912) and lentivirus vector encoding both LIM1 shRNA and green fluorescent protein (GFP; SMART vector Lentiviral Controls, SMART vector Lentiviral shRNA: Reporter: TurboGFP promotor: hCMV targeted region: ORF- V3SH11240-230903623=KD#1; Reporter: TurboGFP promotor: hCMV targeted region: 3’UTR- V3SH11240-225324807=KD#2) were obtained from horizon (England). Each shRNA vector and packaging vector were cotransfected into HEK293T cells using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s instructions. To establish HEC50B sublines stably expressing *LIM1* shRNA and control vector (LIM1-KD and control cells, respectively), lipofection of each virus vector and lentivirus packaging mix into HEK293 cells was carried out using Lipofectamine 3000 (Thermo Fisher Scientific) according to the manufacturer’s protocol. After 24 h, the medium was changed to antibiotic-free DMEM, and cells were cultured for 48 h. After filtration of virus-containing supernatants using PVDF membranes with a 0.22-μm pore size (Merck Millipore), HEC50B cells were cultured in the viral supernatant supplemented with 8 μg/mL polybrene. After 4 h, antibiotic-free DMEM was added to maintain the concentration of polybrene to less than 4 µg/mL. After 24 h, the medium was replaced with DMEM supplemented with 10 μg/mL puromycin. The cells were then sorted based on GFP intensity using a FACSAria instrument (BD Biosciences, USA), and only cells with relatively strong GFP fluorescence were collected and used for subsequent experiments.

### Reverse transcription quantitative polymerase chain reaction

Total RNA was extracted using ISOGEN (Nippon Gene, Japan) and an RNeasy spin column kit (Qiagen, Germantown, MD, USA). cDNA was synthesized from 500 ng total RNA using Prime Script RT Master Mix (Takara Bio Inc., Japan). RT-qPCR was performed using SYBR Premix Ex Taq II (Takara Bio Inc.) with Thermal Cycler Dice (Takara Bio Inc.) according to the manufacturer’s instructions. Gene expression was normalized to that of *RPLP0* as a housekeeping gene. Primer sequences are listed in the **Supplemental Materials**.

### Cell counting assay

EC cell lines were seeded at 5 × 10^4^ cells/35 mmø dish and precultured for 24 h under FBS-starved conditions. At 24, 72, and 120 h after the medium was changed to DMEM containing FBS and antibiotics, the number of cells was counted using a TC20 cell counter (Bio-Rab Laboratories, Hercules, CA, USA). Results were normalized to the cell count at 24 h (t1).

### MTT assay

MTT (3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyltetrazolium bromide) assay kit (Nacalai Tesque, Japan) was used according to the manufacturer’s instructions. 1×10^3^ HEC50B cells in DMEM containing FBS were seeded to each well of 96 well plate. After 24 hours, the medium was replaced to DMEM containing FBS supplemented with CREB inhibitor, KG501 (Selleck, USA) or compoud3i (Selleck, USA), at concentrations of 0.5, 1, 5 and 10 μM. As vehicle control, DMSO was supplemented with DMEM. After 24, 48, 72 and 96 hours, HEC50B cells were incubated in medium with 0.5 mg/mL MTT solution for 2 hours and lysed with 0.04 M HCl in isopropyl alcohol. Absorbance at 570 nm was measured using Multiskan SkyHigh Microplate Reader (Thermo Fisher Scientific).

### Migration and invasion assays

HEC50B sublines (control and LIM1-KD cells) were precultured for 24 h under FBS-starved conditions. For migration assays, 4 × 10^5^ cells in serum-free DMEM were seeded in the upper chambers of 24-well Transwell inserts (8-μm pore size, polycarbonate membrane; Corning, USA), and complete medium containing 10% FBS was added to the lower chambers. After 24 h, cells were fixed, and the cells remaining on the upper membranes were removed using cotton swabs. Then, the cells that had migrated to the lower membranes were stained with Diff-quick (Sysmex, Japan) according to the manufacturer’s instructions. Cell numbers were counted under a microscope. For invasion assays, we used invasion Transwells manufactured by Corning Inc. (BioCoat Matrigel Invasion Chamber, 24-well plate, 8-μm pore size; cat. no. 354480; Corning). According to the manufacturer’s protocol, the chambers were hydrated before use, and cells were seeded as in the migration assays. Cells were incubated for 72 h and stained as described for migration assays, and the number of cells that passed through the membrane was counted.

### Western blotting

EC cell lines and xenograft tissues were lysed in RIPA buffer (Fujifilm Wako, Japan) containing a cocktail of proteases and phosphatase inhibitors (Nacalai Tesque, Inc., Japan) on ice. Following lysis, samples were sonicated and centrifuged at 20600 rpm for 10 min at 4°C, and supernatants were collected. 20 micrograms of the extract was mixed with sodium dodecyl sulfate (SDS) sample buffer and boiled at 100°C for 5 min. Samples were then applied to 10% SuperSep Ace polyacrylamide gels (Fujifilm Wako) and subjected to SDS-polyacrylamide gel electrophoresis. Proteins were transferred to PVDF membranes (Bio-Rad Laboratories) using a mini transblot cell (Bio-Rad Laboratories). The membranes were then blocked with Blocking One-P solution (Nacalai Tesque, Inc.) for 40 min at room temperature. The membranes were reacted with primary antibodies, including anti-LIM1 (R&D Systems, USA; cat. no. MAB2725; 1:5000 dilution), anti-glyceraldehyde 3-phosphate dehydrogenase (GAPDH; Cell Signaling Technology, USA; cat. no. 5174s; 1:5000 dilution), anti-CREB (Cell Signaling Technology; cat. no. 9197s; 1:5000 dilution), anti-phospho-CREB (Cell Signaling Technology; cat. no. 9198s; 1:5000 dilution), anti-extracellular signal-regulated kinase (ERK; Cell Signaling Technology; cat. no. 4695s; 1:5000 dilution), anti-phospho-ERK (Cell Signaling Technology; cat. no. 4370s; 1:5000 dilution) and anti-CREB Binding Protein (CBP; SANTA CRUZ; cat.no. sc-7300; 1:5000) at 4°C for 24 h. After washing with TBS containing 0.05% Tween20, membranes were incubated with secondary antibodies, including horseradish peroxidase (HRP)-conjugated anti-rabbit IgG (Dako, USA; 0.05 μg/mL) and HRP-conjugated anti-mouse IgG (Promega, Madison, WI, USA; 0.2 μg/mL), for 60 min at room temperature. ECL Prime Western Blotting Detection Reagent (Amersham, UK) was used to detect signals, and membranes were imaged using an Image Quant LAS4010 instrument (Cytiva).

### Immunoprecipitation

Cells were lysed in ice-cold Pierce™ IP Lysis Buffer (Thermo Fisher Scientific) with gentle pipetting and then incubated on ice for 30 minutes. The lysate was vortexed followed by centrifugation at 4°C. The supernatant was collected and used as a sample for immunoprecipitation. 1.5 mg of protein was mixed with 6 μg of anti-CREB Binding Protein (CBP; SANTA CRUZ; cat.no. sc-7300) and rotated slowly at 4°C for overnight. 1500 μg of Dynabeads Protein G (Thermo Fisher Scientific) was added to the protein-antibody complex and then the mixture was slowly rotated for 30 minutes at 4°C. After 2 times washing of beads, Dynabeads were dissolved in RIPA buffer. Obtained protein lysates were used for western blotting.

### Animals

BALB/cAJcl-nu nude female mice were obtained from CLEA Japan. Mice were housed in a specific-pathogen-free facility under climate-controlled conditions with a 12-h light/dark cycle and were provided water and a standard diet (MF; Oriental Yeast, Japan) *ad libitum*. Animal experiments were conducted with the permission of the Animal Experiment Committee of Ehime University (approval no. 37A12-16) and were performed in accordance with Ehime University Guidelines for Animal Experiments.

### Tumor xenografts

HEC50B sublines were suspended in a mixture of DMEM and Matrigel solution (Corning, USA; 1:12, 1 × 10^5^ cells/mL). One hundred microliters of cell suspension was inoculated subcutaneously into 6-week-old BALB/cAJcl-nu nude female mice. Tumor volumes were measured once per week using vernier calipers and calculated using the following formula: tumor volume = (length × width^2^)/2. Tumor weights were measured at the end of the experiment (6 weeks).

### RNA-seq and data analysis

Total RNA samples were obtained from HEC50B sublines using RNeasy spin column kits and verified using an Agilent 2100 Bioanalyzer. RNA-seq was performed on an Illumina NextSeq 500 with a read configuration of 75 bp for single reads; 15 million reads were generated per sample. Mapping of trimmed fastq files to the human hg19 dataset was performed with Hisat2 (Unix program). Then, the number of reads was counted using featureCounts and normalized with the tmm method. DEGs were detected with a sensitivity of less than 0.05 for the false discovery rate (FDR). Data were registered in the GEO with accession number GSE215413.

### Immunocytochemical staining

EC cells were fixed with 4% paraformaldehyde for 5 minutes and then permeabilized for 10 min with 0.5% Triton X in phosphate-buffered saline (PBS) and blocked by treatment with 1% bovine serum albumin in 0.02% Triton X-PBS. Primary antibodies were added at 1:100 (anti-LIM1) and incubated for 1 h at room temperature. After washing, secondary antibodies (AlexaFluor 568 mouse IgG, 1:1000 dilution) mixed with AlexaFluor 488-conjugated phalloidin (1:40) and 5 μg/mL 4′,6-diamidino-2-phenylindole (DAPI) were added, and samples were incubated for 30 min at room temperature.

### Histological analysis

Xenograft tissues were fixed with 4% paraformaldehyde for 4 h and then embedded in paraffin. Sections were then cut to 3–4 μm thickness. For hematoxylin-eosin (HE) staining, deparaffinized sections were stained with Carazzi’s hematoxylin for 10 min, followed by staining with eosin Y for 10 min. For immunofluorescent staining, deparaffinized sections were boiled in ImmunoSaver (Fujifilm Wako) at 98°C for 60 min for antigen retrieval. After blocking with Blocking One Histo (Nacalai Tesque, Inc.) for 60 min, sections were incubated with primary antibodies, including anti-human vimentin (Invitrogen, Carlsbad, CA, USA; cat. no. MA5-11883; 1:50 dilution) and anti-phospho-CREB (Cell Signaling Technology; 1:200 dilution), diluted in Signal Enhancer HIKARI (Immunostain Solution A; Nacalai Tesque, Inc.) overnight at 4°C. After washing, sections were incubated with secondary antibodies (AlexaFluor 568-conjugated goat anti-rabbit IgG [Thermo Fisher Scientific; 1:400 dilution] and AlexaFluor 488-conjugated goat anti-mouse IgG; 1:400 dilution]) and DAPI (5 μg/mL) diluted in Signal Enhancer HIKARI (Immunostain Solution B; Nacalai Tesque, Inc.) for 60 min at room temperature.

### Statistical analysis

Two-tailed unpaired Student’s *t*-tests and Mann-Whitney U tests were performed using Prism 8 (GraphPad Software, USA) to analyze differences between two groups. Analysis of variance (ANOVA) followed by *post-hoc* Tukey’s tests were performed using Prism 8 (GraphPad Software) and SPSS (IBM, USA) to compare multiple groups. For all graphs, data are represented as means ± standard deviations. Statistical significance was accepted when the *P* value was less than 0.05.

## Results

From TCGA, FPKM datasets for patients with stage I (n = 255) or stages II–IV (n = 110) EC were obtained. The mean FPKM values were then calculated for each molecule, and only those with a 2-fold or greater increase in expression in stages II–IV compared with stage I were selected for GO enrichment analysis by DAVID to identify the gene characteristics (**Figure 1A**). GO enrichment analysis revealed that several clusters were enriched, including “Secreted,” “Homeobox,” and “Disulfide bond” (**Figure 1B**). Among these genes, we focused on the *HOMEOBOX* gene group because Homeobox transcription factors can govern cell features. Among 32 genes included in the *HOMEOBOX* gene cluster, Kaplan-Meier plotter analysis revealed that upregulation of six genes (*ARX*, *EMX1*, *LBX1*, *LIM1*, *POU2F3*, and *TLX2*) was associated with significantly decreased 5-year survival rates in patients with EC (**Figure 1C**).

**Figure 1:**
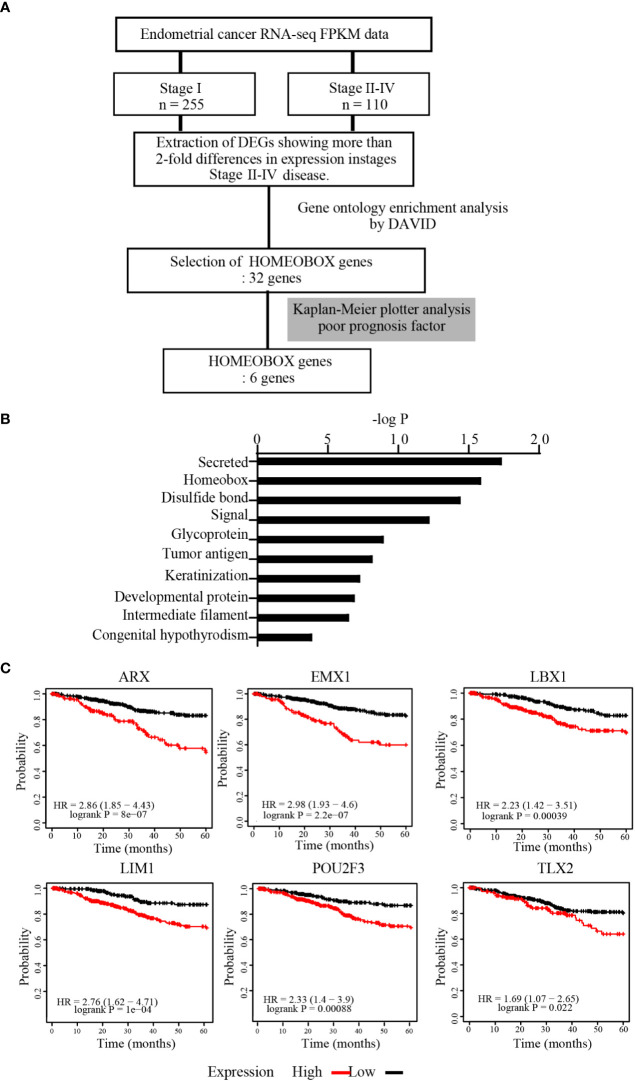
*HOMEOBOX* genes were enriched in upregulated genes in advanced EC. **(A)** Strategy for identification of upregulated genes from datasets registered in TCGA. **(B)** Gene Ontology (GO) enrichment analysis of genes extracted from TCGA that were upregulated more than 2-fold in stages II–IV EC compared with stage I EC by DAVID Bioinformatics Resources. **(C)** Analysis of the 5-year overall survival rate by Kaplan-Meier plotter for 6 genes within the *HOMEOBOX* gene cluster.

Next, FPKM data extracted from TCGA for each of the six genes were statistically analyzed to compare stage I and stages II–IV EC. The FPKM values of *ARX*, *LIM1*, *POU2F3*, and *TLX2* were significantly higher in patients with more advanced EC, although no significant difference was observed for *EMX1* and *LBX1* between the two groups (**Figure 2A**). In addition, in order to clarify the relationship between EC cell malignancy and expression levels for the 4 extracted genes, RT-qPCR was performed using total RNA extracted from EC cell lines representing two different disease grades, i.e., Ishikawa cells (grade 1) and HEC50B cells (grade 3); EC is divided into three grades, and higher grades are associated with worse prognoses. *TLX2* expression was not detected owing to nonspecific reaction of the primers. *ARX* and *POU2F3* expression levels were significantly lower in HEC50B cells than in Ishikawa cells. However, *LIM1* expression was significantly higher in HEC50B cells (**Figure 2B**). These results indicated that *LIM1* expression levels were positively correlated with advanced EC with poor prognosis and high-grade malignant EC, suggesting that LIM1 may be a therapeutic target for advanced EC.

**Figure 2:**
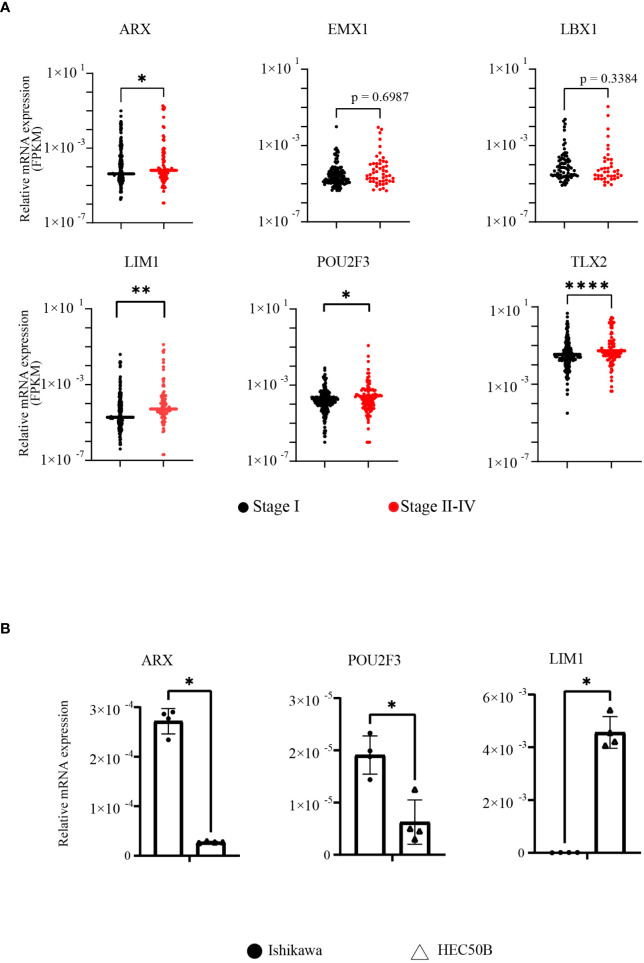
LIM1 was highly expressed in advanced EC and grade 3 EC cells. **(A)** Comparison of FPKM values between early- and advanced-stage EC groups in genes included in the *HOMEOBOX* group (stage I: n = 255, stages II–IV: n = 110, Mann-Whitney *U*-test). **(B)** Comparison of *HOMEOBOX* gene expression in EC cell lines by RT-qPCR. Ishikawa cells and HEC50B cells were derived from grade 1 and grade 3 disease, respectively (n = 3, Student’s *t*-test). *p < 0.05, **p < 0.01, ****p < 0.0001. Graphs show means ± standard deviations.

To validate whether LIM1 has biological potential to regulate malignancy in EC, we performed a comparison between Ishikawa cells and HEC50B cells. Immunofluorescence staining of these cell lines showed that LIM1 expression was clearly localized to the nucleus in HEC50B cells but not in Ishikawa cells, consistent with the RT-qPCR results (**Figure 3A**). In cell counting assays, proliferative potential was significantly higher in HEC50B cells than in Ishikawa cells, similar to previous reports (**Figure 3B**) (13). Next, LIM1-KD sublines were generated by shRNA transduction using lentivirus in HEC50B cells. LIM1 expression was significantly suppressed in LIM1-KD cells compared with that in control cells (**Figure 3C**). Cell proliferation was significantly suppressed in LIM-KD cells compared with that in control cells (**Figure 3D**). Migration assays showed a significant decrease in the migrated cell counts of the LIM-KD cells. (**Figure 3E**); however, invasion assays showed a significant decrease in the number of invading cells in the LIM1-KD cells compared with the control cells (**Figure 3F**). Next, we overexpressed LIM1 in Ishikawa cells, as confirmed by RT-qPCR and western blotting (**Supplemental Figures 1A, B**). Cell proliferation assays showed no significant differences between control cells and LIM1-overexpressing cells (**Supplemental Figure 1C**). Migration assays also showed no significant differences following LIM1 overexpression in Ishikawa cells (**Supplemental Figure 1D**). These results suggested that LIM1 could contribute to the development of malignant phenotypes in EC, but that LIM1 overexpression alone was not sufficient to induce more malignant phenotypes in Ishikawa cells. Accordingly, LIM1 overexpression must be accompanied by changes in other partner molecules to promote malignancy.

**Figure 3:**
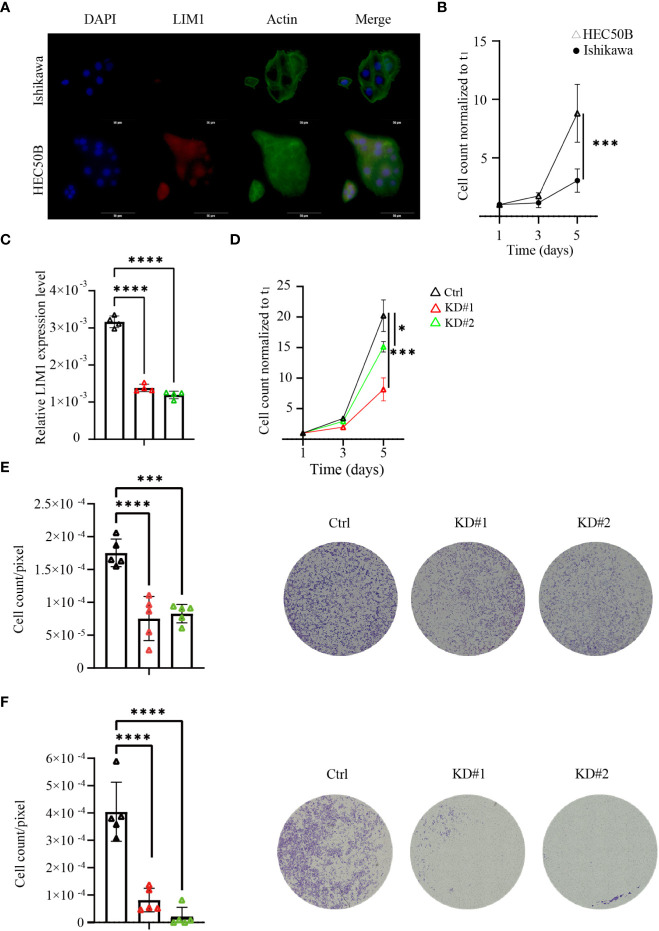
LIM1 knockdown (KD) in EC inhibited cell proliferation and invasion *in vitro*. **(A)** Immunocytochemical staining of LIM1 and phalloidin-actin staining in EC cells representing two different grades, i.e., Ishikawa cells and HEC50B cells. Red: LIM1, blue: nucleus, green: F-actin. Scale bar: 50 μm. **(B)** Cell counts to assess cell proliferation in Ishikawa cells and HEC50B cells (n = 3, Student’s *t-*tests). **(C)** RT-qPCR for *LIM1* using HEC50B cells treated with shControl (Ctrl) and shLIM1 (KD#1 and KD#2; n = 4, one-way ANOVA). **(D)** Cell counts to assess cell proliferation in Ctrl and KD sublines (n = 4, one-way ANOVA). **(E)** Migration assays using Transwells in Ctrl and KD sublines (n = 5, one-way ANOVA). Representative photographs are shown in the right panels. Scale bar: 50 μm. **(F)** Invasion assays using an extracellular matrix in Ctrl and KD sublines (n = 5, one-way ANOVA). Representative photographs are shown in the right panels. Scale bar: 50 μm. *p < 0.05, ***p < 0.001, ****p < 0.0001. Graphs show means ± standard deviations.

To evaluate the function of LIM1 in tumor growth *in vivo*, xenograft experiments were performed using 4-week-old BALB/cAJcl nude female mice. After a 1-week adaptation period, control or LIM1-KD HEC50B cells were inoculated subcutaneously at 5 weeks of age, and tumors were removed after 6 weeks (**Figure 4A**). Subcutaneous tumors appeared relatively small for mice inoculated with LIM1-KD cells (**Figure 4B**), and the chronological size of tumors was significantly smaller in tumors of LIM1-KD cells than in those of control cells (**Figure 4C**). Evaluation of the weight of the excised tumors showed that LIM1-KD#1 tumors tended to be smaller, whereas LIM1-KD#2 tumors were significantly smaller when compared with control tumors (**Figure 4D**). HE staining of tumor sections revealed that the necrotic area was wide in control tumors but limited in LIM1-KD#1 tumors; LIM1-KD#2 tumor cells formed small clusters and were surrounded by connective tissue (**Figure 4E**). These results suggested that LIM1-KD tumors showed decreased cell proliferation and decreased invasive potential *in vivo*. These findings were consistent with the results of *in vitro* experiments, indicating that LIM1 was involved in tumor growth *in vivo*.

**Figure 4:**
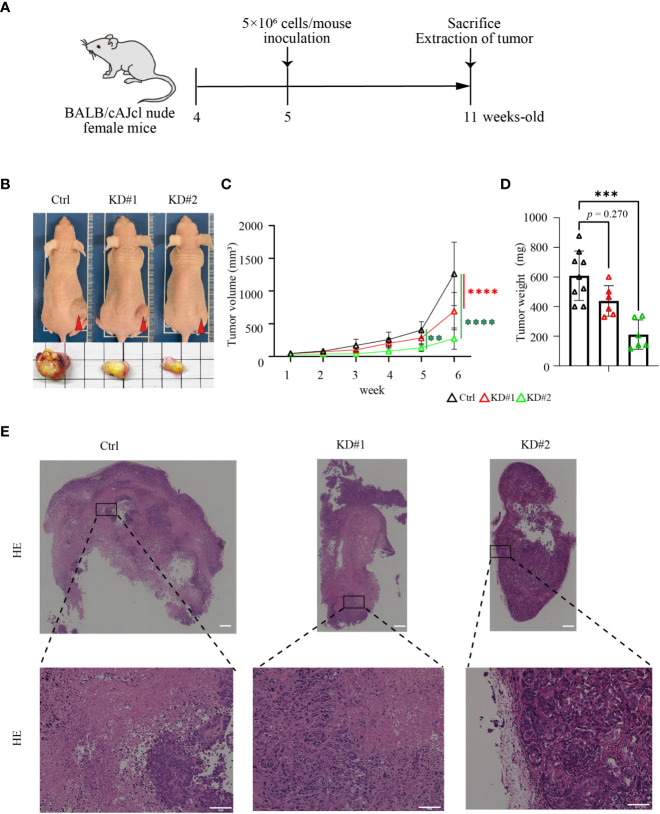
*LIM1* knockdown suppressed EC tumor growth *in vivo*. **(A)** Schematic of the xenograft model experiment. **(B)** Appearance of representative mice and excised tumors at 6 weeks after inoculation of HEC50B sublines. **(C)** Changes in the sizes of subcutaneous tumors over time (n = 6–9, one-way ANOVA). **(D)** Comparison of the weights of extracted tumors (n = 6–9, one-way ANOVA). **p < 0.01, ***p < 0.001, ****p < 0.0001. Graphs show means ± standard deviations. **(E)** HE staining of tumor tissues. Lower panels show high magnification of the boxed areas in upper panels. Scale bar: 50 μm.

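RNA-seq values of 12 libraries of HEC50B, a human endometrial cancer cell line, were analyzed. Of these, 3 came from cells with a control shRNA and 3 each from cells with LIM1 shRNA1, LIM1 shRNA2 and LIM1 shRNA3, where an shRNA is a short hairpin RNA that lowers the transcript it matches. The sample labels number 3 LIM1 shRNAs, whereas the paper describes LIM1-KD#1 and LIM1-KD#2 cells. LIM1 shRNA1 was taken for KD#1 and LIM1 shRNA2 for KD#2 by their number alone (KD1 and KD2 hereafter), and LIM1 shRNA3, which the paper does not describe, is called KD3. Nothing in the labels or the paper states that the 3 libraries of a subline came from separate cultures. The p-values therefore measure only the spread between these libraries, which may be technical. According to the paper's methods, trimmed single reads were mapped to hg19 with HISAT2, counted per gene with featureCounts and normalized with the TMM method. Whether the counting used strand is not given in the sources used here, so reads of a gene and of an overlapping antisense gene cannot be told apart. The deposited values were gene counts divided by 1 factor per library, called normalized counts hereafter. The control values were identical in the 3 deposited tables, which puts all 12 libraries on 1 scale. In every library 100% of the values were whole multiples of 1 step, within 0.001 of a read, so the reads could be recovered. The control libraries held 29739938, 31445398 and 31242589 reads in genes, the KD1 libraries 29577245, 30605970 and 30723075, the KD2 libraries 31655304, 31687144 and 32038473, and the KD3 libraries 30147056, 30639570 and 30462993. The paper states 15 M reads per sample, and the values here use the recovered reads. Mitochondrial genes took 6.22% ± 0.16 (SD, n = 3) of the reads in control cells, 5.45% ± 0.069 in KD1 cells, 4.58% ± 0.25 in KD2 cells and 5.42% ± 0.17 in KD3 cells. For each comparison of 3 KD with 3 control libraries, genes with a normalized count of at least 10 in at least 3 libraries were tested with limma (with its mean-variance trend) on log2(value + 1). Genes with an adjusted p under 0.05 (Benjamini-Hochberg) are called higher or lower. Fold changes are on this log2 scale, which understates the change of genes with low counts. Gene lists were fixed before the data were examined and tested with camera from limma at a preset correlation between genes of 0.01. At this setting, splits that mixed KD and control libraries still called up to 9, 9 and 5 lists in KD1, KD2 and KD3. The real groups gave 12, 11 and 9. No list passed in any comparison when the correlation was estimated from the data, where the lowest adjusted p was 0.587 in KD1, 0.259 in KD2 and 0.582 in KD3. That form of the test rests on the few libraries rather than on the many genes and had little power. In KD2 the xenobiotic metabolism list went from a camera adjusted p of 1.4e-06 to 0.259, although its estimated correlation was 0.013. A call lost in this way therefore does not by itself show that correlation between genes produced it. Other lists had far higher estimates in KD1, KD2 and KD3. These were 0.98, 0.84 and 0.82 for ribosomal proteins, 0.46, 0.51 and 0.66 for hypoxia and 0.28, 0.25 and 0.45 for the cell cycle. For such lists the preset 0.01 may make the camera p too small.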

Finally, to explore the mechanisms underlying LIM1-mediated malignant phenotypes in EC cells, total RNA was extracted from control and LIM1-KD cells and subjected to RNA-seq. 

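LIM1 transcripts were lower in both KD sublines than in control cells, and large sets of genes were higher or lower in both. The gene of LIM1, LHX1 (ENSG00000132130), encodes a LIM homeodomain transcription factor and lies on chromosome 17 of hg19 from 35294084 to 35301917. Its normalized count was 885 ± 52.2 (SD, n = 3) in control cells, 268 ± 11.6 in KD1 cells and 342 ± 35.4 in KD2 cells, so that 30.3% and 38.7% of the control level remained. The log2 fold change was −1.72 (SE 0.084, adjusted p = 3.3e-07) in KD1 and −1.37 (SE 0.079, adjusted p = 9.9e-09) in KD2 by limma. Every KD library lay below every control library, with an exact two-sided permutation p = 0.1 in each comparison, the smallest that 3 libraries against 3 allow.

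**Figure D1:**
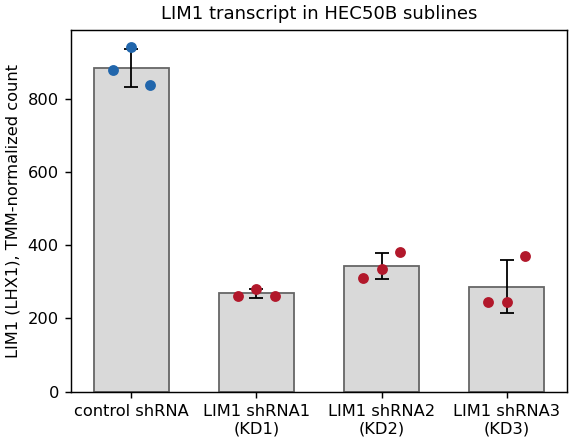
Normalized counts of LHX1 (linear axis from 0) in control, KD1, KD2 and KD3 cells. Bars are means, error bars SD over 3 libraries and points single libraries; the mean was 885 in control cells and 268, 342 and 286 in KD1, KD2 and KD3 cells.

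Of 17276 genes tested in KD1 cells, 2950 were higher and 4350 lower than in control cells, and of 17177 tested in KD2 cells, 5397 were higher and 6260 lower. With a fold change above 1.5 in both, 673 genes were higher and 792 lower in KD1 and KD2 cells, out of 16900 tested in both, and 99 passed in opposite directions. Among the lower genes, DKK1, a secreted inhibitor of Wnt signaling, went from a normalized count of 8932 ± 455 (SD, n = 3) in control cells to 1612 ± 166 in KD1 and 1919 ± 118 in KD2 cells. NELL2, a secreted glycoprotein with EGF-like domains, had a log2 fold change of −2.32 (SE 0.086) in KD1 and −6.32 (SE 0.14) in KD2. KISS1R, the receptor of kisspeptin, had one of −2.15 (SE 0.25) in KD1 and −2.42 (SE 0.33) in KD2, and EPHA3, an ephrin receptor, one of −2.64 (SE 0.23) in KD1 and −3.62 (SE 0.35) in KD2. Among the higher genes, IL11, a cytokine of the IL-6 family, had a log2 fold change of 2.32 (SE 0.16) in KD1 and 3.45 (SE 0.084) in KD2. LAMB3, a chain of laminin-332, had one of 2.71 (SE 0.093) in KD1 and 3.38 (SE 0.054) in KD2, and ACSL5, an acyl-CoA synthetase of long-chain fatty acids, which was below the filter in control cells with a mean of 3.87, one of 3.83 (SE 0.42) in KD1 and 4.09 (SE 0.4) in KD2. The adjusted p of these genes was 6.5e-05 or lower in limma.

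**Figure D2:**
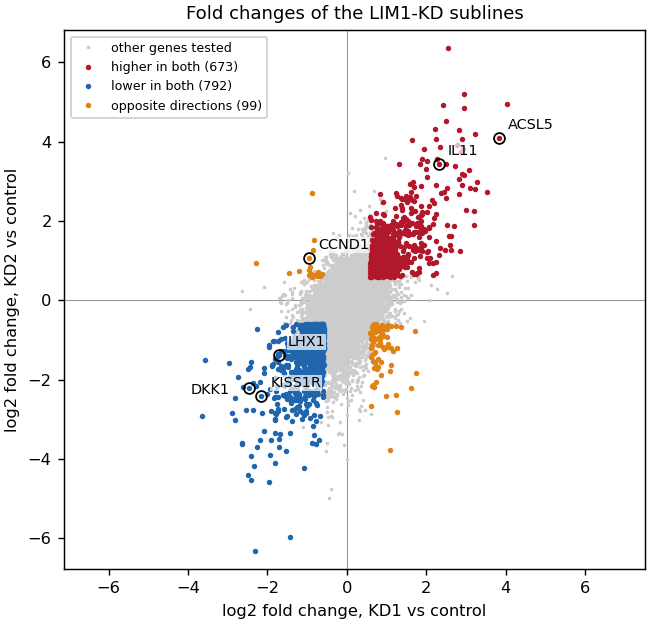
Log2 fold changes of the genes tested in both comparisons, KD1 against control on the x axis and KD2 against control on the y axis, on the log2(normalized count + 1) scale. Each point is a gene; colored points are the 673 genes higher in both, the 792 lower in both and the 99 that passed in opposite directions, and CCND1 lies among the last.

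KD1 and KD2 cells were compared with the same 3 control libraries. In 100 simulated pairs of unchanged groups that shared the controls, a mean of 0.01 genes was higher and 0.02 lower in both. These groups held no changed genes, so hardly any gene could pass. The counts do not show how many shared genes the controls add once many genes change. Independent lists of the observed sizes would share 153.6 higher and 227.0 lower genes. The fold changes of the 2 sublines had a Pearson r of 0.587 across genes, which are not independent replicates, against a simulated 0.50, and a covariance of 0.219 against 0.0185. The 3 control libraries were not split between the comparisons, since 1 of the parts would hold a single library, and part of the excess may come from sharing them. Higher genes were 40.4% of the calls in KD1 and 46.3% in KD2, but 60.5% and 51.7% with library size as the only scaling (4394 higher and 2870 lower in KD1, with a median log2 fold change of 0.067 in place of −0.055). The same shares were 53.05% and 50.9% with edgeR's quasi-likelihood test on the recovered reads, chosen after the data were seen (3731 higher and 3302 lower in KD1, 5946 and 5741 in KD2). The counts in common were then 899 higher and 539 lower with library size alone, and 821 and 616 with edgeR's quasi-likelihood test.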

In the comparison of gene expression profiles, 567 genes were significantly upregulated, whereas 451 genes were significantly downregulated in both LIM1-KD#1 cells and LIM1-KD#2 cells compared with control cells (**Figure 5A**; FDR: 1.0, fold change > 1.5). Ingenuity Pathway Analysis (IPA) revealed that several pathways were commonly suppressed in LIM1-KD#1 cells and LIM1-KD#2 cells (**Figure 5B**). 

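Genes of xenobiotic metabolism, of synapse formation and of G protein-coupled receptors were more often lower than higher in both KD sublines, whereas genes of phagosome formation and of the THOP1 pathway went both ways. Of 43 tested genes of xenobiotic metabolism under the nuclear receptor PXR, 22 were lower and 1, the drug efflux pump ABCB1 (named after its values were seen), was higher in both (25 and 1 when adjusted over the list alone). NR1I2, the gene of PXR itself, had normalized counts of 0 to 1.03 over the 12 libraries and was not tested. The list is therefore named for the pathway and does not show PXR acting in these cells. ALDH1A1, which oxidizes retinaldehyde, had a log2 fold change of −0.67 (SE 0.063) in KD1 and −1.49 (SE 0.039) in KD2. CYP2B6, a drug-metabolizing cytochrome, had one of −0.78 (SE 0.07) in KD1 and −0.80 (SE 0.048) in KD2, and CES2, a carboxylesterase, one of −0.67 (SE 0.072) in KD1 and −0.64 (SE 0.05) in KD2. Of 51 synaptogenesis genes, 19 were lower and 8 higher in both (21 and 9 over the list alone). RELN, an extracellular matrix protein that guides neurons, had a log2 fold change of −1.60 (SE 0.12) in KD1 and −2.13 (SE 0.066) in KD2, while LRP8, a receptor of reelin, had one of 1.18 (SE 0.084) in KD1 and 0.94 (SE 0.05) in KD2. Of 86 G protein-coupled receptors, 24 were lower and 6 higher in both (25 and 6 over the list alone). CXCR4, the receptor of the chemokine CXCL12, had a log2 fold change of −1.61 (SE 0.13) in KD1 and −2.38 (SE 0.26) in KD2. FZD8, a Wnt receptor, had one of −0.83 (SE 0.09) in KD1 and −1.12 (SE 0.075) in KD2, and OXTR, the oxytocin receptor, one of 1.88 (SE 0.21) in KD1 and 2.15 (SE 0.18) in KD2.
Of 38 genes of the Th2 pathway, 12 were lower and 4 higher in both (12 and 5 over the list alone). JAG1, a Notch ligand, had a log2 fold change of −1.06 (SE 0.069) in KD1 and −0.72 (SE 0.05) in KD2, and MAF, a transcription factor of Th2 cells, one of −1.34 (SE 0.1) in KD1 and −2.22 (SE 0.15) in KD2. The 4 higher genes were JAK1, JAK2, STAT4 and IL12A, named after their values were seen. Of 35 genes of phagosome formation, 4 were lower, namely VAV3, SYK, ITGB8 and MRC2 (the last named after its values were seen), and 7 were higher (4 and 7 over the list alone). Of 28 genes of neuropeptide processing and amyloid precursor protein, taken for the THOP1 pathway, 5 were lower (TPP1 and, named after their values were seen, AGT, APP, BACE1 and MAPT) and 8 higher (5 and 11 over the list alone). PSMB9, an immunoproteasome subunit, had a log2 fold change of 1.74 (SE 0.12) in KD1 and 1.29 (SE 0.099) in KD2, and TPP1, a lysosomal peptidase, one of −0.98 (SE 0.083) in KD1 and −1.10 (SE 0.046) in KD2. THOP1 itself, a neuropeptide-degrading peptidase, had one of 0.20 (SE 0.079, adjusted p = 0.067 in limma) in KD1, where it passed with DESeq2 and edgeR on the recovered reads and without KD1 replicate 1 (0.27), and 0.62 (SE 0.046, adjusted p = 1.1e-07) in KD2. Of 18 taste transduction genes, 2 were lower in both, SCNN1A and PDE1A, and none was higher (2 and 0 over the list alone). The KD1 call of SCNN1A, −0.37 (SE 0.098), was lost without control replicate 2 (−0.32).
The camera test from limma called the PXR list lower in KD1 (adjusted p = 2.4e-04) and KD2 (adjusted p = 1.4e-06), with an adjusted p = 0.587 and 0.259 with an estimated correlation. Receptors were called lower in KD2 (adjusted p = 0.026, and adjusted p = 0.429 with an estimated correlation) but not in KD1 (adjusted p = 0.479), and the KD2 call was lost after correction for GC content and length, chosen after the data were seen (adjusted p = 0.087). Synaptogenesis did not pass in KD1 (adjusted p = 0.12) or KD2 (adjusted p = 0.052), where it passed as lower without control replicate 1 (0.048), control replicate 2 (0.046), control replicate 3 (0.049) or KD2 replicate 3 (0.034), with the stricter filter (0.043) and after the GC correction (0.048). The Th2 list did not pass in KD1 (adjusted p = 0.121, but 0.031 without KD1 replicate 3) or KD2 (adjusted p = 0.156), nor did phagosome formation (adjusted p = 0.311 and 0.747). The THOP1 list was called higher in KD1 (adjusted p = 0.042, and adjusted p = 0.817 with an estimated correlation), a call lost without control replicate 3 (adjusted p = 0.085), KD1 replicate 2 (0.063) or KD1 replicate 3 (0.068), and had an adjusted p = 0.887 in KD2. The taste list was called lower in KD2 (adjusted p = 0.049, and adjusted p = 0.429 with an estimated correlation). That call was lost without control replicate 2 (0.073), control replicate 3 (0.076) or any 1 KD2 replicate (0.052 to 0.056) and after the GC correction (0.147). These lists were written for the pathways that the study named from these samples, so their direction is not independent evidence, and they are not the gene sets of IPA.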

CREB signaling appeared near the top of the list and has been reported to contribute to cell proliferation together with cyclin D1 and signal transducer and activator of transcription 3 (14); therefore, we focused on CREB signaling. 

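Cyclin D1 transcripts moved in opposite directions in the KD sublines, whereas STAT3 transcripts were lower in both. CCND1 (ENSG00000110092), which encodes cyclin D1, the cyclin that drives cells out of G1, lies on chromosome 11 of hg19 from 69455855 to 69469242. Its normalized count was 10832 ± 148 (SD, n = 3) in control cells, 5592 ± 471 in KD1 and 22748 ± 874 in KD2 cells. The log2 fold change was −0.96 (SE 0.074, adjusted p = 5.0e-06) in KD1 and 1.07 (SE 0.038, adjusted p = 1.9e-10) in KD2 by limma. STAT3, a transcription factor activated by cytokine receptors, had a log2 fold change of −0.35 (SE 0.079, adjusted p = 0.0047) in KD1 and −0.40 (SE 0.042, adjusted p = 2.6e-06) in KD2. Of 27 target genes of CREB tested in both sublines, 6 were higher, 2 were lower and 4 passed in opposite directions, with 6 and 2 when adjusted over the list alone. DUSP1, a phosphatase of MAP kinases, had a log2 fold change of 1.17 (SE 0.081) in KD1 and 1.39 (SE 0.056) in KD2, and CCNA2, cyclin A2, one of 0.89 (SE 0.079) in KD1 and 0.96 (SE 0.053) in KD2. EGR1, an immediate early transcription factor, had one of −0.68 (SE 0.077) in KD1 and −1.13 (SE 0.068) in KD2. PER2, the other lower target and a component of the circadian clock, was named after its values were seen. Taken as a list, the targets were called higher in KD1 (12 higher and 3 lower of 27, camera adjusted p = 0.029, and adjusted p = 0.817 with an estimated correlation). In KD2 (13 higher and 7 lower of 28) the list had an adjusted p = 0.072 in camera, but passed as higher without KD2 replicate 1 (0.048) and after correction for GC content and length (0.038, with 18 higher and 4 lower).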

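Genes assigned to the CREB signaling pathway were lower in part and higher in part in both KD sublines. In KD1 56 were lower and 39 higher of 202 tested, and in KD2 91 and 71 of 203 (58 and 39, and 91 and 71, when adjusted over the list alone). Of 252 genes in 11 lists of the pathway, 200 were tested in both sublines, of which 40 were lower, 21 were higher and 16 passed in opposite directions (42 lower and 21 higher over the list alone). Lower genes were 20% of these 200, against 18% of all 16900 genes tested in both, and higher genes 10.5% against 10.8%. With a fold change above 1.5, 10 were lower and 7 higher.
Among 18 members of the CREB family and its coactivators, 4 were lower in both, CRTC1, CRTC3, EP300 and CREB3L4, and 1 was higher, CREB5. CRTC1 and CRTC3, coactivators that move to the nucleus and bind CREB, had log2 fold changes of −0.37 (SE 0.083) in KD1 and −0.93 (SE 0.07) in KD2 and of −0.42 (SE 0.092) in KD1 and −0.63 (SE 0.056) in KD2. EP300, a histone acetyltransferase that acts with CREB, had one of −0.53 (SE 0.13) in KD1 and −0.14 (SE 0.039) in KD2. Its KD2 call was lost with DESeq2 (−0.10), edgeR (−0.09) or library size alone (−0.08) on the recovered reads, with median-centered values (−0.08), in 1 fit of the 12 libraries, with the authors' p-values (−0.08) and after correction for GC content and length (−0.03), so EP300 counts as lower in both in part of the settings. CREB5 had one of 0.59 (SE 0.15) in KD1 and 0.42 (SE 0.089) in KD2, and its KD1 call was lost in limma without the trend. CREB1, which encodes CREB itself, had a log2 fold change of 0.11 (SE 0.12, adjusted p = 0.48) in KD1 and 0.52 (SE 0.075, adjusted p = 3.8e-05) in KD2 by limma. Of 27 growth factors, 7 were higher and 5 lower in both (8 and 5 over the list alone). EREG and HBEGF, ligands of the EGF receptor, had log2 fold changes of 1.28 (SE 0.1) in KD1 and 1.46 (SE 0.091) in KD2 and of 1.18 (SE 0.12) in KD1 and 1.91 (SE 0.075) in KD2. The 5 lower growth factors, VEGFA, VEGFB, PDGFC, PDGFD and IGF2, and CREB3L4 were named after their values were seen. Of 11 genes of adenylyl cyclase and protein kinase A, 3 were lower in both, ADCY5, PRKAR2B and ADCY6, and none was higher (3 and 0 over the list alone). ADCY5, an adenylyl cyclase that makes cAMP, had one of −0.96 (SE 0.084) in KD1 and −1.16 (SE 0.064) in KD2, while ADCY6 had −0.13 in KD2, where the call was lost without control replicate 1 (−0.13), control replicate 2 (−0.10) or KD2 replicate 2 (−0.11) and the value was 0.13 after correction for GC content and length.

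**Figure D3:**
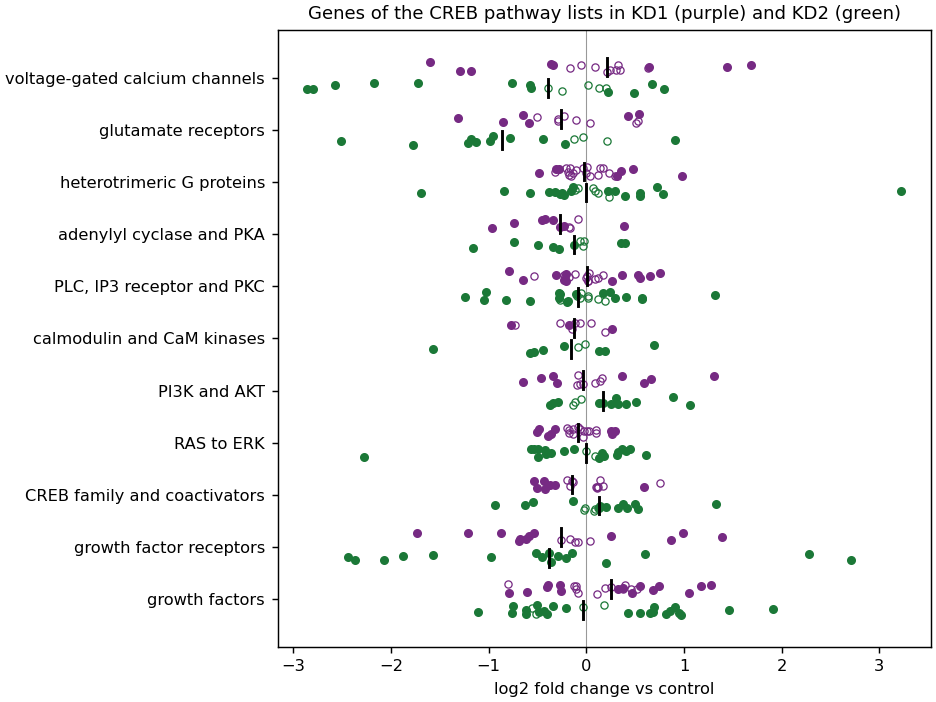
Log2 fold changes of the genes of 11 lists of the CREB pathway tested in both comparisons, KD1 in purple and KD2 in green, on the log2(normalized count + 1) scale. Filled points have an adjusted p under 0.05, open points do not, and the black bar is the median of a list; points lie on both sides of 0 in the lists, with 40 genes lower and 21 higher in both sublines.

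The adenylyl cyclase list was called lower in KD1 by camera (adjusted p = 0.029, and adjusted p = 0.803 with an estimated correlation), a call lost without KD1 replicate 2 (0.063), with the stricter filter (0.061) and after the GC correction (0.052). The counts over the 11 lists, 34.4% higher, became 31 lower and 31 higher with edgeR's quasi-likelihood test (50.0% higher) and 30 lower and 38 higher with library size as the only scaling (55.9%), both chosen for this count after the data were seen. The lists follow the nodes that the study drew from these samples and are not independent evidence of a direction.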

CREB signaling pathway-related genes were downregulated in LIM1-KD cells (**Supplemental Figure 2**). Therefore, we evaluated the activation of CREB and upstream molecules related to LIM1 expression levels and found that CREB phosphorylation was significantly suppressed and ERK phosphorylation was significantly upregulated in LIM1-KD cells. Total CREB expression was elevated in one of LIM1-KD subtypes (**Figures 5C, D**). In addition, to validate CREB activation by LIM1 *in vivo*, tumor tissue sections of xenografts derived from HEC50B sublines were evaluated by immunofluorescence staining. The signal intensity of phospho-CREB was evaluated in cell masses expressing vimentin as a tumor marker. The results showed that the signal intensity of phospho-CREB was significantly decreased in LIM1-KD tumors compared with that in control tumors (**Figures 5E, F**). In general, phosphorylation of CREB can induce recruitment of transcriptional coactivators such as CBP and p300 (15). To analyzed relationship between phospho-CREB and CBP dependent on LIM1 levels, we performed immunoprecipitation using anti-CBP antibody, followed by detection of CREB phosphorylation. As a result, the level of phosphorylated CREB protein cooperated with CBP was decreased in LIM1-KD cells (**Supplemental Figure 3**). Finally, we investigated whether functional inhibition of CREB in HEC50B cells can mimic phenotype of LIM1-KD. The treatment of different types of CREB inhibitors significantly suppressed cell growth in a concentration- and time-dependent manner associated with LIM1-KD cells (**Figure 5G**). Taken together, these results indicated that LIM1 contributed to tumor growth through CREB phosphorylation in EC, suggesting that LIM1 may be a novel therapeutic target in EC.

**Figure 5:**
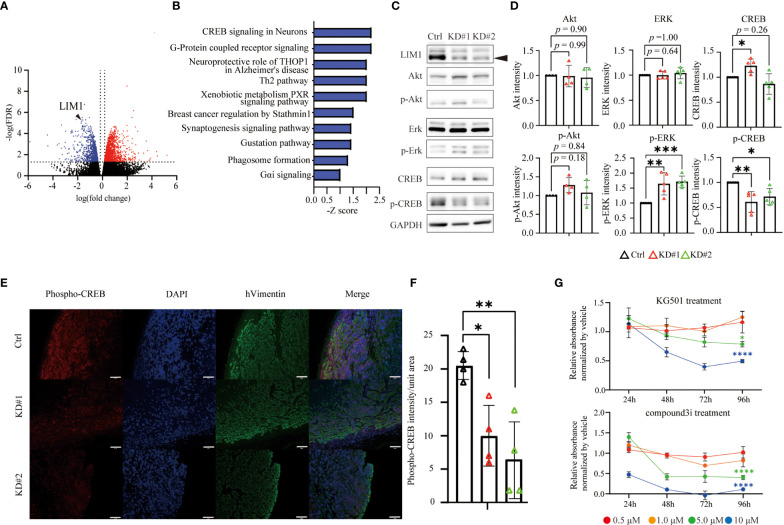
LIM1 promoted CREB phosphorylation in EC. **(A)** Volcano plot of DEGs in LIM1-KD (#1 and #2) cells versus Ctrl cells generated from RNA-seq results. **(B)** The highly ranked GO cluster among commonly downregulated genes in LIM1-KD cells compared with Ctrl cells by Ingenuity Pathway Analysis (IPA). **(C)** Western blotting of LIM1, ERK, phospho-ERK, CREB, phospho-CREB, and GAPDH using Ctrl cells and LIM1-KD cells. **(D)** Relative intensities of Akt, phospho-Akt, ERK, phospho-ERK, CREB, phospho-CREB bands by western blot analysis. Signals intensities were normalized to the GAPDH intensity in the same samples and then the intensity of the LIM1-KD (#1 and #2) cells were normalized to Ctrl cells [n = 5 (ERK, p-ERK, CREB, p-ERK), n = 4 (Akt, p-Akt) one-way ANOVA]. **(E)** Immunofluorescent staining for phospho-CREB and human vimentin in sections of xenograft tumors derived from Ctrl cells and LIM1-KD cells. Red: phosphorylated CREB, blue: nucleus, green: human vimentin. **(F)** Intensity of phospho-CREB in the tumor region (n = 4, one-way ANOVA). *p < 0.05, **p < 0.01. Graphs show means ± standard deviations. **(G)** MTT assay to assess cell proliferation. HEC50B cells were treated with CREB inhibitors, KG501 and compoun3i, respectively. Red, orange, green and blue indicate inhibitor concentrations at 0.5 μM, 1.0 μM, 5.0 μM and 10 μM, respectively. (n = 5, two-way ANOVA *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001).

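With the KD1 and KD2 libraries taken as 1 group of 6 against the 3 control libraries, 2040 of 17692 tested genes were higher and 2902 lower in limma. With a fold change above 1.5, 1106 were higher and 1266 lower. LHX1 had a pooled log2 fold change of −1.55 (SE 0.13, adjusted p = 5.8e-05), and DKK1 one of −2.35 (SE 0.10, adjusted p = 4.0e-06). LAMB3, the laminin chain, had a pooled log2 fold change of 3.05 (SE 0.20, adjusted p = 1.9e-05), and IL11 one of 2.88 (SE 0.33, adjusted p = 2.6e-04). CCND1, which differed in direction between the sublines, had a pooled value of 0.06 (SE 0.55, adjusted p = 0.95), and STAT3 one of −0.37 (SE 0.069, adjusted p = 0.0035). Pooling treats the 6 KD libraries as independent replicates, although they come from 2 sublines. The pooled p-values therefore rest on counts of libraries and not of sublines. Genes that differ between the 2 sublines have a large spread. From the rank of CREB signaling among the pathways of commonly downregulated genes (Figure 5B), and from an earlier report tying this pathway to proliferation with cyclin D1 and STAT3, the paper chose CREB for its western blots. From less phosphorylated CREB in the blots and in xenografts (Figures 5C to 5F), less of it bound to CBP, and slower growth under CREB inhibitors (Figure 5G), the paper concludes that LIM1 acts on tumor growth by way of CREB phosphorylation.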

## Discussion

EC is often treated by surgery, resulting in a good prognosis for patients with early-stage disease. Additionally, chemotherapy is often applied as adjuvant therapy for advanced-stage or recurrent EC after surgery; however, the prognosis remains poor. Recently, lenvatinib and pembrolizumab were approved in Japan for the treatment of recurrent uterine cancer, although evidence-based chemotherapeutic options remain limited. We performed genome-wide analysis of uterine cancer and found that the homeobox genes including LIM1 may be a prognostic factor based on an unbiased comparison of data from early and advanced uterine cancers; this concept was explored using *in vitro* and *in vivo* experiments. Among candidate genes, ARX, POU2F3, TLX2 and LIM1 were derived as molecules contributing to the malignant transformation of endometrial cancer. However, mRNA levels of ARX, POU2F3 and TLX2 were not associated with tumor grade by comparison between different cell lines. This inconsistency might be caused by the difference of gene expression pattern between original tumor cells and cell lines, however the evaluation of expression levels of identified homeobox genes including LIM1 in patient specimens may provide new guidance for the existing morphological-based grading of endometrial cancer. Further detailed verifications are needed in the future. Recently, an *in vitro* study reported that LIM1 may be a prognostic marker for EC, suggesting that LIM1 contributes to tumor grade (16). In 2013, TCGA proposed a new prognostic classification of EC by comprehensive genomic analysis. Additionally, to apply the classification into clinical practice, Proactive Molecular Risk Classifier for Endometrial Cancer (ProMisE) based on mainly immunohistological analysis as an alternative instead of DNA sequencing method has been developed and stratified subgroups in EC. However, it is still controversial how to combine ProMisE evaluations based on molecular classifications and existing prognostic methods based on classical histological remarks such as invasion of lymph vessels and myometrial invasion. Given our results that LIM1 has functions related to EMT in EC, additional consideration of LIM1 expression levels in EC would progress for the ProMisE classification (17). EC is commonly diagnosed by non-invasive transvaginal ultrasound and biopsy of endometrial tissue as an invasive procedure. However, these tests are often refused by patients resulting delayed diagnosis. A recent report provided the availability of metabolomic signature of blood samples for prognosis assessment of EC (18). To reveal the association between metabolite variation and LIM1 expression might allow a more accurate and convenient EC-specific assessment for malignancy. LIM1 is a critical molecule contributing to the formation of the uterine body during embryonic development by stimulating WNT7A, HOX10, and HOX11 expression (19). In fact, mice with systemic *Lim1* knockout show dysplasia of the uterine body (20). In human cancer research, inhibition of LIM1 reduces tumor growth and migration in renal clear cell carcinoma *in vitro* and reduces metastatic potential *in vivo* (21). In human tissues, LIM1 is expressed in normal endometrium and EC cell lines; however, its role remains unclear (22). The progression of malignancy is correlated with dedifferentiation, i.e., regression into a developmental stage; thus, the uterine development essential factor LIM1 may have roles in EC malignant progression. The cAMP/protein kinase A/CREB signaling axis is a promising therapeutic target in various cancers. Activation of this signaling pathway can promote or suppress cancer progression, depending on the cancer type (23). In EC, the peptide hormone leptin promotes tumor growth *via* phosphorylation of ERK and CREB, followed by expression cyclin D1 (23). In this report, factors associated with uterine development during embryogenesis were found to be upregulated in EC cell lines. Although the detailed roles of LIM1 in CREB signaling are still unclear, our findings indicated that LIM1 was involved in the intermolecular network of CREB signaling and was associated with CREB phosphorylation in EC. Thus, a comprehensive investigation of LIM1-mediated transcriptional regulation, such as ChIP-seq, is required to improve our understanding of the roles of LIM1 in EC. However, our current study was limited by a lack of antibodies with high specificity against LIM1. Our western blotting results showed that knockdown of LIM1 suppressed phosphorylation of CREB in HEC50B cells. There are multiple pathways for CREB phosphorylation, and LIM1 knockdown predicted inhibition of Akt, ERK and CaM kinase IV pathways in IPA (**Supplemental Figure 2**). 

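Transcripts of the Akt, ERK and CaM kinase branches went in different directions in the KD sublines. AKT1 and AKT2, serine/threonine kinases below PI3K, had log2 fold changes in KD2 of 0.32 (SE 0.04, adjusted p = 9.6e-06 in limma) and −0.37 (SE 0.045, adjusted p = 8.2e-06). In KD1 they were 0.14 (SE 0.072, adjusted p = 0.15) and −0.09 (SE 0.068, adjusted p = 0.33). MAPK3, which encodes ERK1, was lower in both, with a log2 fold change of −0.36 (SE 0.082) in KD1 and −0.56 (SE 0.05) in KD2. ARAF, a kinase of the RAF family, had one of −0.48 (SE 0.084) in KD1 and −0.36 (SE 0.047) in KD2, and RPS6KA2, a kinase activated by ERK, one of −0.39 (SE 0.084) in KD1 and −2.28 (SE 0.081) in KD2.
CAMK4, which encodes CaM kinase IV, was below the filter, with normalized counts of 3.07 to 9.27 in the control, 4.87 to 8.78 in the KD1 and 9.75 to 17.9 in the KD2 libraries, and was not tested. CAMK1D, a calcium-dependent kinase of the same family, was lower in both, with a log2 fold change of −0.77 (SE 0.12) in KD1 and −0.57 (SE 0.069) in KD2. CAMK2D was also lower, with −0.18 (SE 0.063, adjusted p = 0.039) in KD1 and −0.53 (SE 0.048) in KD2. CAMK2G was higher, with 0.26 (SE 0.066) in KD1 and 0.13 (SE 0.046) in KD2. These were 2 lower and 1 higher of 10 genes of calmodulin and CaM kinases (1 and 1 over the list alone). No list of these 3 branches passed in camera from limma, in KD1 (adjusted p = 0.489, 0.622 and 0.663 for RAS to ERK, PI3K and AKT, and CaM kinases) or in KD2 (0.761, 0.225 and 0.654).
After correction for GC content and length, AKT2 (−0.08) and ARAF (−0.05) no longer passed in KD2. AKT1 passed in KD1 with edgeR (0.21) and without KD1 replicate 1 (0.19). CAMK2D in KD1 was not called by DESeq2 or edgeR or without any 1 control replicate, KD1 replicate 2 or KD1 replicate 3 (−0.19 to −0.16). CAMK2G was not called in KD1 without control replicate 2 (0.26) or in KD2 without control replicate 2 (0.13), KD2 replicate 2 (0.12) or KD2 replicate 3 (0.12).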

Previous report of the LIM1 function in renal clear cell carcinoma have shown that LIM1 knockdown doesn’t affect Akt phosphorylation (24), supporting the results of our study (**Figures 5C, D**). Besides, increased levels of phospho-ERK were found in LIM1-KD cells (**Figures 5C, D**), although the upregulation might be a compensatory response to the suppression of downstream CREB phosphorylation. Collectively, it suggested that at least Akt and ERK pathways were not involved in CREB phosphorylation dependent on LIM1. Further investigations are required to identify a direct pathway for CREB phosphorylation *via* LIM1. In addition to the signaling between LIM1 and phosphorylated CREB, LIM1-mediated therapeutic strategies for EC should be considered. IPA showed downregulation of Stathmin-related molecules following knockdown of LIM1 in HEC50B cells (**Figure 5B**). 

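Stathmin transcripts did not fall in either KD subline, and among the regulators of stathmin and the tubulins more genes were higher than lower in both. STMN1 (ENSG00000117632), which encodes stathmin, a phosphoprotein that destabilizes microtubules, lies on chromosome 1 of hg19 from 26210672 to 26233482. Its normalized count was 9574 ± 238 (SD, n = 3) in control cells, 9123 ± 870 in KD1 and 10996 ± 476 in KD2 cells. The log2 fold change was −0.07 (SE 0.079, adjusted p = 0.48) in KD1 and 0.20 (SE 0.041, adjusted p = 7.7e-04) in KD2 by limma, the latter −0.02 after correction for GC content and length. STMN3, a stathmin-like protein of neurons, had one of 0.44 (SE 0.081) in KD1 and −0.14 (SE 0.043) in KD2, the latter 0.28 after the same correction. Of 39 genes that regulate stathmin or encode tubulins, 7 were higher and 4 lower in both sublines, and 2 were opposite (7 and 4 when adjusted over the list alone). AURKB and CDK1, mitotic kinases, had log2 fold changes of 1.04 (SE 0.088) in KD1 and 1.04 (SE 0.04) in KD2 and of 0.84 (SE 0.073) in KD1 and 0.92 (SE 0.052) in KD2. TUBB6, a beta tubulin, had one of 0.73 (SE 0.079) in KD1 and 0.97 (SE 0.048) in KD2. The 4 lower genes were the tubulins TUBB2B and TUBB4A and the phosphatase subunits PPP1CA and PPP1CB, named after their values were seen. UHMK1, a kinase that phosphorylates stathmin, had a log2 fold change of −0.92 (SE 0.076) in KD1 and 0.84 (SE 0.039) in KD2. Camera from limma called the list higher in KD2 (24 higher and 7 lower of 39, adjusted p = 3.6e-04, and adjusted p = 0.429 with an estimated correlation) and not in KD1 (8 and 8 of 39, adjusted p = 0.488, and 14 higher and 8 lower with adjusted p = 0.306 after the correction).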

Stathmin has been shown to antagonize microtubule stabilization induced by paclitaxel, which is commonly applied as a chemotherapeutic agent in the treatment of cancer, suggesting that Stathmin may elicit resistance to chemotherapy in endometrial cancer (25). In terms of therapeutic, since LIM1 cooperates with other co-factors to form complexes for transcription as reported (26), a molecularly targeted drug against the complexes to inhibit transcription and against the formation of the complexes would be a possible strategy to endometrial cancer. In addition, downstream genes regulated by LIM1 also would be therapeutic targets. In conclusion, LIM1 was highly expressed and associated with poor prognosis in advanced EC, and knockdown of LIM1 ameliorated malignant phenotypes in high-grade EC cells by inhibiting the CREB signaling pathway. Inhibitors of LIM1 or its downstream signaling molecules may have applications in the treatment of advanced EC.

## Data availability statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE215413.

## Ethics statement

The animal study was reviewed and approved by the Animal Experiment Committee of Ehime University.

## Author contributions

HK, NS and SY was responsible for all experiments. TF, ToS and YI conceived the study ideas and advised on statistical analysis methods. NS contributed to the interpretation of the results. HK drafted the manuscript, which was revised by NS and YI. MI, HO, AY and TaS oversaw the study and YI and HK were responsible for the study design. All authors reviewed the manuscript and revised it critically for intellectual content. All authors contributed to the article and approved the submitted version.

# Supplementary material for: LIM1 contributes to the malignant potential of endometrial cancer
**Source:** Front Oncol. 2023 Mar 10;13:1082441. doi: 10.3389/fonc.2023.1082441
**Supplement:** Supplementary file 1

Supplementary Material

Kato et al., Supplementary Figure 1

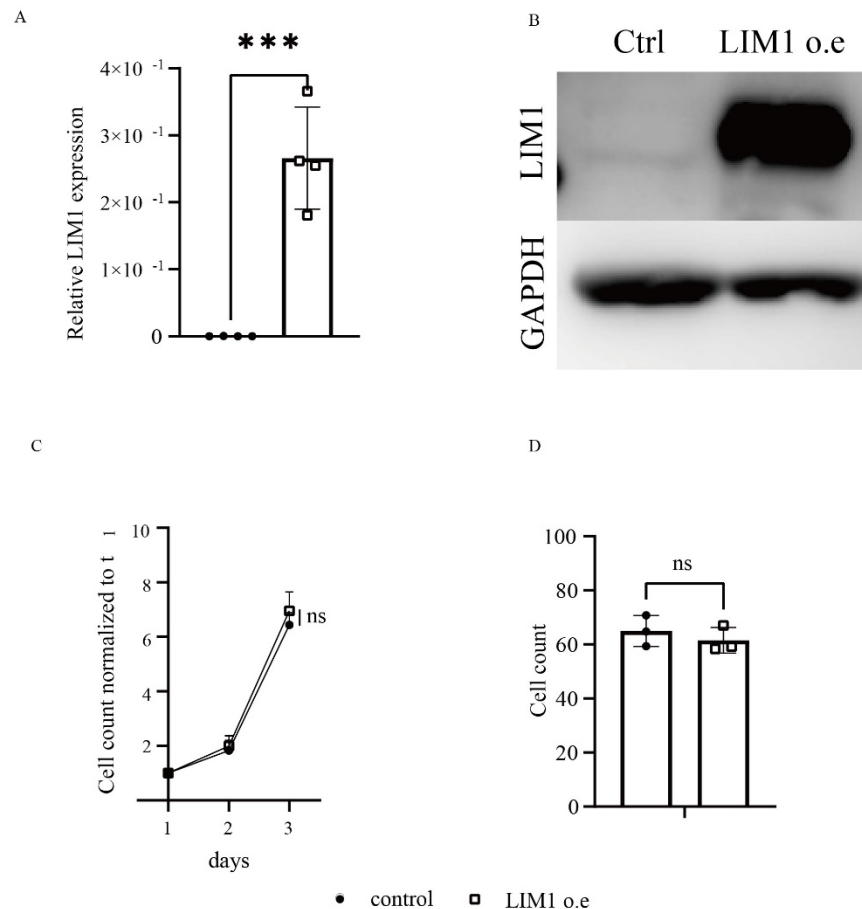

Supplementary Figure 1. Overexpression of LIM1 did not affect the phenotypes of Ishikawa cells. **A** RT-qPCR of LIM1 in Ishikawa cells with or without LIM1 overexpression (n = 4, Student's t-tests). **B** Western blotting for LIM1 using Ishikawa cells with or without LIM1 overexpression. **C** Cell counting assays to evaluate cell proliferation in Ishikawa cells with or without LIM1 overexpression (n = 4, Student's t-tests). **D** Migration assays using Transwell comparing Ishikawa cells with or without LIM1 overexpression (n = 4, Student's t-tests). ns: not significant, ***p < 0.001. Graphs show means ± standard deviations

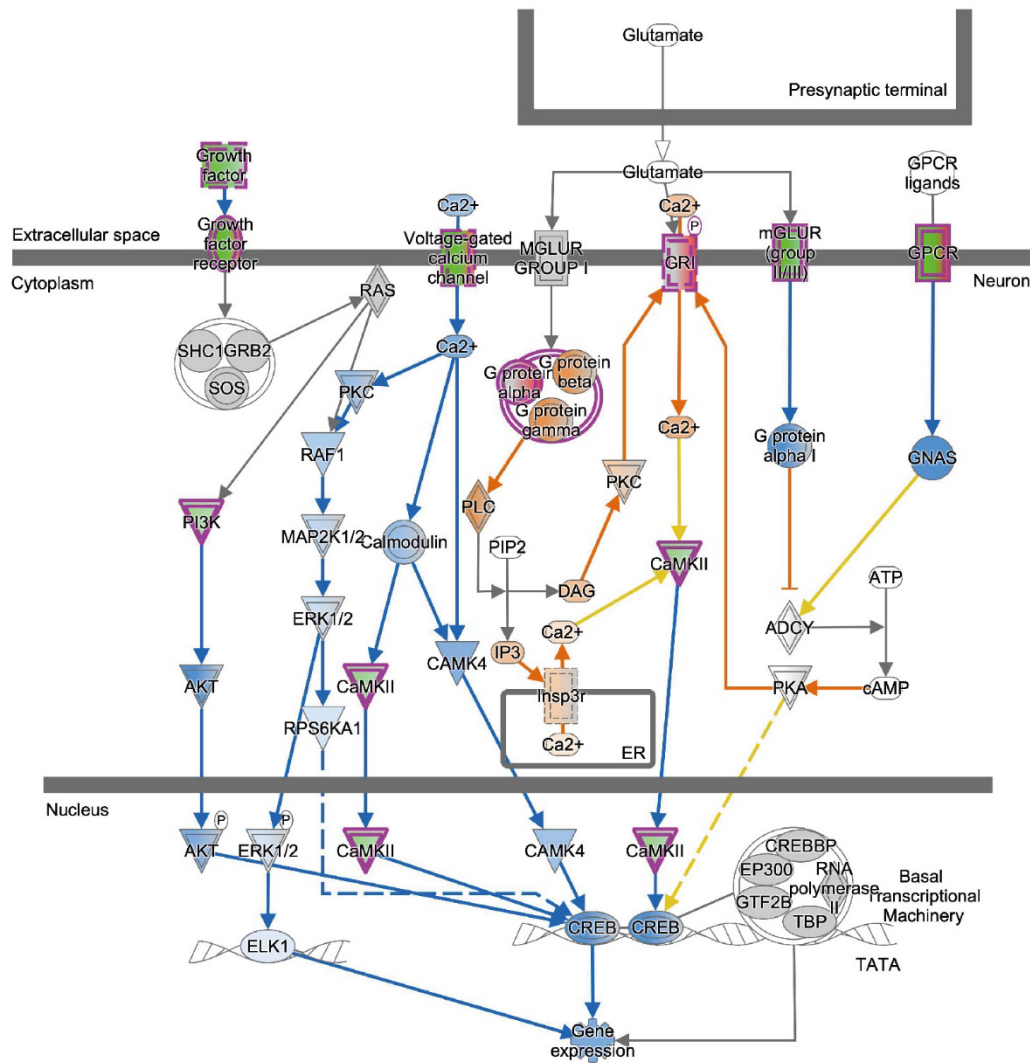

Supplementary Figure 2. Graphical depiction of the CREB signaling pathway.

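Growth factor receptors and calcium channels of the CREB pathway had more genes lower than higher in both KD sublines, and G proteins as many lower as higher. The calcium channel list had a median log2 fold change of 0.22 in KD1 and −0.39 in KD2, and in KD1 3 of its genes were higher and 5 lower (5 and 5 after correction for GC content and length). Glutamate receptors in KD1 were 2 higher and 4 lower of 14 (4 and 3 after that correction). Of 17 voltage-gated calcium channel genes tested in both sublines, 5 were lower in both (CACNA1D, CACNA1H, CACNA1S, CACNA2D1 and CACNB3) and 1 was higher, CACNA1I (5 and 1 when adjusted over the list alone). CACNA1D, a pore subunit of L-type channels, had a log2 fold change of −1.18 (SE 0.11) in KD1 and −2.79 (SE 0.11) in KD2, and CACNA2D1, an auxiliary subunit, one of −1.60 (SE 0.21) in KD1 and −1.72 (SE 0.22) in KD2. Of 17 growth factor receptors, 6 were lower and 2, PDGFRB and CSF1R, higher (6 and 2 over the list alone). NTRK2, the receptor of BDNF, had a log2 fold change of −1.74 (SE 0.14) in KD1 and −2.44 (SE 0.12) in KD2. FGFR3, a receptor of fibroblast growth factors, had one of −0.68 (SE 0.076) in KD1 and −2.07 (SE 0.058) in KD2, and ERBB2, a kinase of the EGF receptor family, one of −0.58 (SE 0.074) in KD1 and −0.45 (SE 0.045) in KD2. Of 14 glutamate receptors, 2 were lower, the metabotropic receptors GRM4 and GRM5, and none was higher (3 and 0 over the list alone). GRM5 had one of −0.65 (SE 0.18) in KD1 and −0.98 (SE 0.19) in KD2. Its KD1 call was lost without control replicate 2 (−0.51) and with DESeq2. The KD1 call of GRM4, −0.86 (SE 0.27), was lost without control replicate 1 (−0.69), control replicate 2 (−0.81) or KD1 replicate 1 (−0.77). GRIN1, a subunit of the NMDA receptor, had 0.42 (SE 0.098) in KD1 and −1.18 (SE 0.13) in KD2.
Of 24 genes of heterotrimeric G proteins, 2 were lower, GNAS and GNG7, and 2 higher, GNB4 and GNA13 (2 and 2 over the list alone). GNAS, which encodes the subunit that activates adenylyl cyclase, had a log2 fold change of −0.31 (SE 0.085) in KD1 and −0.23 (SE 0.034) in KD2. Its KD1 call was lost without control replicate 1 (−0.30) or control replicate 2 (−0.31). The KD1 call of GNB4, 0.32 (SE 0.094), was lost without control replicate 1 (0.31), control replicate 2 (0.30) or KD1 replicate 3 (0.24), in limma without the trend and after the GC correction (0.23). GNA13 had one of 0.22 in KD2, which was −0.05 after correction for GC content and length. Of 26 genes of phospholipase C, the IP3 receptor and protein kinase C, 5 were lower and 3 higher (5 and 3 over the list alone). PLCD1, a phospholipase C, had one of −0.65 (SE 0.092) in KD1 and −1.24 (SE 0.076) in KD2, and PRKCE, a protein kinase C, one of 0.76 (SE 0.092) in KD1 and 0.57 (SE 0.055) in KD2. The other members of these small counts, CACNA1S, CACNA1I, PDGFRB, CSF1R, the lower PRKCA, PRKCZ, PRKD1 and PLCG1 and the higher PLCB4, stand outside the rule for named genes and were named after their values were seen. Camera from limma called growth factor receptors lower in KD2 (13 of 17 lower, adjusted p = 0.013, and adjusted p = 0.429 with an estimated correlation) but not in KD1 (adjusted p = 0.388). It did not call calcium channels (adjusted p = 0.663 and 0.251 in KD1 and KD2), glutamate receptors (0.663 and 0.104), G proteins (0.723 and 0.572) or the phospholipase C list (0.826 and 0.841).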

The depiction was generated from RNA-seq data and Ingenuity Pathway Analysis (IPA) using DEGs obtained between Ctrl and LIM1-KD cells. Blue indicates downregulated molecules.

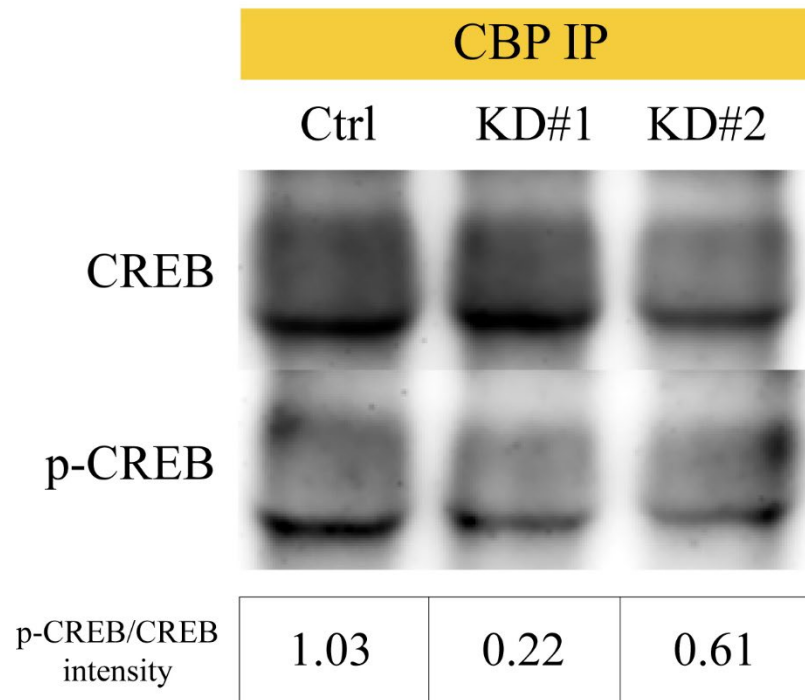

Supplementary Figure 3. Comparison of CREB phosphorylation by CBP IP in LIM1-KD cells.

After IP, western blotting was performed, then, detected and measured the band intensity using each antibody. Finally, the value of the intensity of pCREB was normalized by the value of the one of CREB.

How the deposited data were processed for this re-analysis (not part of the article)

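Gene expression was measured by RNA-seq in 12 libraries of HEC50B cells, 3 each for a control shRNA, LIM1 shRNA1 (KD1), LIM1 shRNA2 (KD2) and LIM1 shRNA3 (KD3). Samples were grouped by the sample labels, and the numbers 1 and 2 of the labels were taken for KD#1 and KD#2 of the paper. The authors trimmed the reads, mapped them to hg19 with HISAT2, counted reads per gene with featureCounts and normalized the counts with the TMM method. The versions and the counting options are not given in the sources used here. The deposited signal of a gene in a library is its count divided by 1 factor for that library. The authors also deposited, for each comparison with control, a log2 fold change and a p-value and q-value per gene. Another column of the authors' deposited tables gives a call of each gene as 0 or 1, and another a rank. The 3 control columns were identical in the 3 tables, and each table listed 63677 genes, of which 37485 had a value above 0 in a library. A column without a name in the KD3 table holds 1 stray value and was not used.

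The values were checked for the step that 1 read is worth. In every library 100% of the values were whole multiples of it, within 0.001 of a read, and the recovered reads summed to between 29577245 and 32038473 per library. At this depth a gene at the filter rests on about 10 reads, so its fold change is imprecise.

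The design fixed before the data were examined set edgeR for counts and limma for normalized values. Since the deposited values are normalized, limma 3.58.1 in R 4.3.3 was used on log2(value + 1), with the trend of variance on mean, for genes with a value of at least 10 in at least 3 libraries of the comparison. The p-values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted p under 0.05. Each KD group was compared with the control group, and KD groups with each other, with 3 libraries against 3. Genes in common between KD1 and KD2 had an adjusted p under 0.05 and a fold change above 1.5 in the same direction in both, since the paper's text gives a fold change above 1.5 with an FDR printed as 1.0 and its methods an FDR under 0.05. LHX1 was also tested with an exact two-sided permutation test. On simulated counts with 200 changed genes, drawn from the means of these libraries, limma recovered 83.6%, 94.0% and 97.0% of genes changed 1.5-fold in the KD1, KD2 and KD3 comparisons (17034, 16904 and 16920 genes tested) and 100% of those changed 2-fold or 4-fold, and called 1, 9 and 13 unchanged genes. The changed genes had a mean of at least 50, and the simulated spread followed the mean alone. These shares therefore do not cover genes nearer the filter or libraries that stand apart.

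Gene lists were written by hand from textbook knowledge before the data were examined. There were 37 lists, of which 11 follow the CREB pathway, 9 the pathways of Figure 5B and the others the cell biology of these cells. The gene sets of IPA are proprietary and were not used. Lists with at least 5 tested members were tested with camera (35 lists), at a preset correlation of 0.01 and, as an alternative, with an estimated correlation, adjusted over the lists. The genes named in the text were set by a rule written before the data were examined. They are the genes the paper names, the 10 genes with the largest positive and the 10 with the largest negative fold change of each KD comparison among called genes without overlap between groups and with a mean of at least 50 in the higher group, the 12 higher and 12 lower genes in common between KD1 and KD2 with the largest smaller fold change, and up to 4 members of each list with the lowest larger adjusted p of KD1 and KD2. Gene identifiers without a symbol and pseudogenes were passed over. Genes outside the rule are said to be so where they are named.

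The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test (edgeR 4.0.16) and limma-voom on the recovered reads, limma without the trend, library size as the only scaling of the recovered reads, values centered on the median of each library, no filter, a filter at 50, pseudocounts of 0.25 and 4, all 12 libraries in 1 fit, the replicate number as a block, other thresholds, other pairs of shRNAs, and each library left out in turn. Added after seeing the data were edgeR's quasi-likelihood test on the recovered reads, a correction of the fold changes for GC content and gene length (55665 of 63677 gene identifiers had a GC value), and the authors' p-values adjusted over the genes tested here. The alternatives that had been set for the counts of genes but not for the CREB pathway counts were also run for the latter at that stage. Fisher's exact test of the lists among the genes in common, and the tests of single explanations named in the closing section, were also added then. Left out were the RT-qPCR, western blot, xenograft, proliferation and drug experiments, which were not analyzed here.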

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

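The tests of the HOXC genes, of the HOXC6 precursor and of the shRNA cassette, and the test of knockdown depth, were chosen after the results were seen.

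LIM1 shRNA3, which the paper does not report, also gave a large response, with 3458 genes higher and 5034 lower than in control cells out of 17171 tested (40.7% of the calls higher, against 57.1% with library size as the only scaling, 4714 and 3542, and 50.2% with edgeR's quasi-likelihood test, 4135 and 4104). LHX1 was at 286 ± 72.3 (SD, n = 3) normalized counts, 32.3% of the control level, with a log2 fold change of −1.65 (SE 0.14, adjusted p = 2.1e-05 in limma, exact permutation p = 0.1, the smallest possible). NELL2, KISS1R and DKK1 were lower there too, with log2 fold changes of −6.42 (SE 0.19), −2.93 (SE 0.59) and −1.87 (SE 0.095), and LAMB3 was higher, with 2.28 (SE 0.10). Of the genes tested in both, 837 were higher and 1127 lower in KD2 and KD3 with a fold change above 1.5, where independent lists would share 141.7 and 255.5, and 419 and 556 were shared by KD1 and KD3, against 89.7 and 114.8. Independent lists leave out the shared controls. In 100 simulated pairs of unchanged groups with shared controls a mean of 0.01 genes was higher and 0.02 lower in both without a fold limit, which leaves out the effects. The fold changes had a covariance of 0.283 for KD2 and KD3 and 0.143 for KD1 and KD3, against a simulated 0.0185. The 3 control libraries were not split, so part of the excess of shared genes may come from sharing them. The 10 splits of 6 libraries into groups of 3 are too few for a share under 0.05. The real split gave the most calls (1 of 10 splits each), with 7300 for KD1, 11657 for KD2 and 8492 for KD3 against control, and 0 as the highest of the other splits.

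The KD sublines differed from each other. Between KD1 and KD2, 8790 of 17205 genes differed, between KD1 and KD3 5300 of 17301, and between KD2 and KD3 8358 of 17038, each with 1 of 10 splits as large and 0 genes in the highest of the others. CCND1 was 2.03 higher in KD2 than in KD1 on the log2 scale (adjusted p = 1.8e-08 in the direct limma test).

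Of 5649 genes called in both KD1 and KD2 without a fold limit, 788 went in opposite directions and differed in the direct test, 370 of them higher in KD1 and 418 lower in KD1. They include CCND1, the kinase UHMK1 and the growth factor EGF (0.74 in KD1 and −0.62 in KD2), and also LRRC32 (1.62 and −2.20), MAL2 (1.75 and −1.84), NGFR (−0.88 and 2.71) and PKIA (−2.28 and 0.95), named after their values were seen. A trend of fold change with GC content or gene length is argued against as the whole cause of this pattern. Of the 788 genes, 555 were still opposite after the trends were removed. In all, 1146 genes were then opposite. The trends were removed in each comparison separately, which can itself add opposite calls, so this total is not evidence on the trend. A single odd KD1 library is argued against, since without each KD1 library in turn 641 to 704 of the 788 were still opposite (718 to 897 opposite genes in all). A different depth of LHX1 knockdown acting through 1 shared response would move each gene the same way, whereas 13.9% of the genes called in both were opposite. That share is the pattern itself, so it is not independent evidence on this explanation. What stays open, and was not tested, is whether each hairpin has targets of its own or whether the sublines diverged after selection, since each shRNA is represented by 1 subline.

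MIR196A2, the gene of the microRNA miR-196a-2, was named after its values were seen. It lies within the span of HOXC6 on chromosome 12 of hg19, from 54385522 to 54385631 (110 bases), and had 3542 ± 63.0 (SD, n = 3) normalized counts in control, 16833 ± 2261 in KD1, 5723 ± 308 in KD2 and 11089 ± 1361 in KD3 cells, log2 fold changes of 2.24, 0.69 and 1.64 (adjusted p = 1.4e-07, 2.7e-08 and 5.8e-07 in limma). Higher transcription of the HOXC genes around it is argued against, since the highest fold change of HOXC6, HOXC8, HOXC9 and HOXC10 was 0.12 (HOXC6 in KD2, adjusted p = 0.14) and HOXC10 was at −1.60 in KD2. Reads of the HOXC6 precursor are argued against as well, since reads per kilobase on MIR196A2 were 242 to 262 times those on HOXC6 in the control libraries. A candidate source that stays open is the integrated shRNA cassette, if the scaffold of its hairpin shares sequence with this gene. Control cells carry a cassette too, but the values are totals over 110 bases and do not show which bases the reads cover, and the scaffold's sequence is not given in the sources used here.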

How the results depend on the processing

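LHX1 kept its direction and its call in all 3 comparisons under every alternative run for it, which leaves out the GC correction, as no GC value was available for LHX1. Counts of genes stayed within 1.5 times under DESeq2, edgeR's quasi-likelihood test, limma-voom, limma without the trend, median centering, either filter, either pseudocount, 1 fit of 12 libraries and the GC correction. Library size as the only scaling gave 2870 lower genes in KD1, and the authors' p-values over the genes tested, added after seeing the data, 4699 higher ones. The authors' log2 fold changes had medians of 0.066, 0.015 and 0.040 in KD1, KD2 and KD3. With library size only the medians were close to these, at 0.067, 0.014 and 0.041, against −0.055, −0.039 and −0.051 in the main test. CREB pathway genes higher in both KD1 and KD2 were 32 with edgeR's exact test, 38 with library size only and 38 with the authors' p-values, against 21, alternatives added for this count after seeing the data. A fold limit of 1.5 left 1405 higher and 1314 lower in KD1, 2133 and 2920 in KD2 and 1273 and 1478 in KD3, and with an adjusted p under 0.1 these were 1552 and 1401, 2198 and 3022, and 1365 and 1579, since the limit only removes genes. In common between KD1 and KD2, 1819 were higher and 3042 lower without the fold limit, 326 and 494 passed in all 3 shRNAs, 1106 and 1266 with the KD1 and KD2 libraries as 1 group, and 419 were higher in KD1 and KD3. CREB pathway genes with a fold above 1.5 were 10 lower and 7 higher, and 35 were higher in KD2 and KD3. With an estimated correlation 0 lists passed in KD1, 0 in KD2 and 0 in KD3, in a form of the test with little power at 3 libraries per group. After the GC correction, added after seeing the data because fold changes fell with GC content (Spearman rho −0.17, −0.37 and −0.32 in KD1, KD2 and KD3), the KD2 values of CREBBP (0.22), STMN1 (−0.018), GAPDH (0.072), RPS6KA1 (0.020), GNA13 (−0.045), ADCY6 (0.13), STMN3 (0.28), CDKN2D (0.30), GDF15 (0.064) and TP53I3 (0.044) and the KD3 values of ELK1 (0.19), GNA13 (−0.14), PLCH2 (0.041) and UHMK1 (−0.0049) changed sign. Other than for the fold limits, the cause was not tested. Of the values of single named genes under the alternatives, 12317 kept the call or its absence, 304 lost the call and 106 gained it. For single lists these were 973, 58 and 12. The 12317 and 973 can include changes of direction where neither value passed, as for the phagosome list in KD2 after the GC correction. Leaving out each library in turn gave 2084 to 2882 higher and 2922 to 4381 lower genes in KD1, 4767 to 5485 and 5494 to 6031 in KD2, 2677 to 3422 and 3847 to 4958 in KD3, 572 to 795 and 641 to 821 in common, and 29 to 43 lower and 15 to 25 higher CREB pathway genes. Lists called were then 8 to 12, 10 to 12 and 7 to 10. The replicate numbers do not pair the libraries (correlation of same-numbered libraries −0.19 to 0.092, and only some correlated best with their own number), and the replicate block gave 2675 higher and 3772 lower genes in KD1 and moved no count of genes by over 1.5 times. Depth limits genes near the filter of 10.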

Differences from the paper's values

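The paper reports 451 genes lower in both LIM1-KD#1 and LIM1-KD#2 cells at a fold change above 1.5, and 792 were found here at that fold and an adjusted p under 0.05; the paper prints its FDR as 1.0 beside the count and as under 0.05 in its methods. Of the alternatives set before the data were examined, DESeq2 (566), edgeR's exact test (632), limma-voom (618), library size only (539), median centering (637), the stricter filter (624), KD1 and KD3 (556), all 3 shRNAs (494), and leaving out control replicate 1 (659) or control replicate 2 (641) came within 1.5 times the paper's count. Those that did not were limma without the trend (786), no filter (785), all 12 libraries in 1 fit (771), the replicate block (787), pseudocounts of 0.25 (796) and 4 (767), no fold limit (3042), an adjusted p under 0.1 (847), fold alone (892), KD2 and KD3 (1127), KD1 and KD2 as 1 group (1266) and leaving out any other library (744 to 821). Of those chosen after seeing the values, edgeR's quasi-likelihood test (616), the GC correction (657) and the authors' p-values over the genes tested (554) also came within it; which of the paper's genes each drops was not examined, since the paper's gene list was not used here. For higher genes the paper's count of 567 and the 673 found here lie within 1.5 times of each other. The paper has more higher than lower genes in common, and here more were lower, whereas DESeq2 (648 higher), edgeR's exact test (853), limma-voom (809), library size only (899), median centering (797), edgeR's quasi-likelihood test (821), the GC correction (718) and the authors' p-values over the genes tested (969) gave more higher ones. Leaving out control replicate 3 alone also turned the direction (795 higher and 744 lower). At q under 0.05 and a fold change above 1.5, the authors' deposited tables hold 901 higher and 502 lower genes in KD1 and KD2. For KD1 and KD3 they hold 607 and 351, and for KD2 and KD3 1045 and 864. The match of KD#1 and KD#2 to KD1 and KD2 rests on the numbers alone, and these counts do not settle it. The paper states 15 M reads per sample, and the recovered reads had a median of 30.7 M per library. No alternative changes the read totals.

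The paper describes the genes of the CREB pathway as lower in the KD cells. Over the 11 lists used here, 40 of 200 genes were lower in both sublines and 21 higher. Of growth factor receptors 6 of 17 were lower in both here and of voltage-gated calcium channels 5 of 17, and of growth factors 5 of 27 were lower and 7 higher. The paper's Figure 5B names the stathmin pathway, the THOP1 pathway and phagosome formation among those suppressed in both sublines, while here 4 genes were lower and 7 higher, 5 lower and 8 higher, and 4 lower and 7 higher. For G protein-coupled receptors, synaptogenesis, the Th2 pathway and xenobiotic metabolism by PXR, genes lower in both outnumbered genes higher in both (24 and 6, 19 and 8, 12 and 4, 22 and 1), as they did among all genes tested in both (3042 and 1819). Of these 4 lists, camera called only that of PXR in KD1 as well as KD2 (adjusted p = 2.4e-04 and 1.4e-06, and adjusted p = 0.587 and 0.259 with an estimated correlation). In KD3, which the paper does not report, 19 genes of the THOP1 list were lower and 5 higher of 28, and camera from limma called it lower (adjusted p = 0.025, and adjusted p = 0.615 with an estimated correlation), a call lost without control replicate 2 (0.058). The lists are not the gene sets of IPA.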

Other observations

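Of the tests in this part, those of 1 scaling factor per library and of the growth state of the control cells, and Fisher's exact tests of the lists, were chosen after the results were seen. Genes of the cell cycle were higher in all 3 KD sublines, 25 of 38 in KD1, 36 of 37 in KD2 and 28 of 37 in KD3, with 2, 1 and 1 lower (25 and 3, 36 and 1, 28 and 1 when adjusted over the list alone). AURKA, a mitotic kinase, had log2 fold changes of 0.95 (SE 0.07), 0.69 (SE 0.039) and 0.35 (SE 0.049) in KD1, KD2 and KD3, and BUB1, a kinase of the spindle checkpoint, 0.88 (SE 0.07), 0.94 (SE 0.042) and 0.36 (SE 0.06). Genes of hypoxia and glycolysis were lower, 16, 17 and 19 of 19, and none was higher (18, 18 and 19 lower over the list alone). BNIP3, a mitophagy receptor induced by hypoxia, had −1.02 (SE 0.071), −1.06 (SE 0.092) and −1.33 (SE 0.18), and PFKFB4, a regulator of glycolysis, −0.71 (SE 0.068), −0.67 (SE 0.052) and −0.76 (SE 0.099). Ribosomal protein genes were lower in 27, 33 and 32 of 35 cases, with none higher (30, 33 and 32 lower over the list alone), and RPL7 had −0.85 (SE 0.091), −0.42 (SE 0.04) and −0.43 (SE 0.047). Mitochondrial reads were also lower in the KD sublines. The paper reports less proliferation of the KD cells.

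Interferon response genes were higher, 9 of 28 in KD1, 24 of 29 in KD2 and 11 of 28 in KD3, with 1, 2 and 1 lower (8, 24 and 11 higher over the list alone). OAS3, an enzyme that senses double-stranded RNA, had log2 fold changes of 0.75 (SE 0.074), 1.71 (SE 0.054) and 0.33 (SE 0.058). TNF and NF-kB response genes were higher in KD1 (11 of 17, none lower) and KD2 (12 higher, 2 lower), against 6 higher and 4 lower in KD3 (12, 12 and 6 higher over the list alone). BIRC3, an inhibitor of apoptosis, had 1.89 (SE 0.17) in KD1 and 1.71 (SE 0.12) in KD2, and NFKB2, a subunit of NF-kB, 0.97 (SE 0.074) and 0.55 (SE 0.038). Mesenchymal markers were higher in KD1 (14 of 30, 5 lower) and KD2 (20 of 30, 2 lower), the same counts as over the list alone, against 7 and 8 in KD3 (10 and 9 over the list alone). After correction for GC content and length these counts were 17 and 5, 24 and 2, and 13 and 4, so the even split in KD3 depends on the processing. SNAI1, a repressor of epithelial genes, had 1.37 (SE 0.11) and 0.89 (SE 0.1) in KD1 and KD2. EPCAM and CLDN3, epithelial surface and junction proteins, had −0.82 (SE 0.075) and −0.54 (SE 0.081) in KD1 and −0.94 (SE 0.043) and −1.80 (SE 0.077) in KD2, while KRT7, a keratin of simple epithelia, was higher, with 1.22 (SE 0.13) in KD1 and 1.26 (SE 0.1) in KD2. Epithelial markers were 4 higher and 8 lower of 20 in KD1 and 4 and 10 of 19 in KD2, the same counts as over the list alone, and camera did not call them (adjusted p = 0.488 and 0.167). Camera from limma called the interferon list higher in KD1 (adjusted p = 0.026), KD2 (3.3e-07) and KD3 (0.025), with adjusted p = 0.587, 0.429 and 0.704 with an estimated correlation. The KD1 call was lost without KD1 replicate 2 (0.056) and the KD3 call without KD3 replicate 2 (0.070) or KD3 replicate 3 (0.055). The TNF list was called higher in KD1 (adjusted p = 6.2e-07) and KD2 (0.0014) and not in KD3 (0.40), with adjusted p = 0.587 and 0.429 in KD1 and KD2 with an estimated correlation. The mesenchymal list was called higher in KD1 (0.0028) and KD2 (1.7e-04) and not in KD3 (0.56), with adjusted p = 0.817 and 0.379 with an estimated correlation. Whether KD3 differs from the others in these lists was not tested. A list of markers of leukocytes, endothelium, fibroblasts and neurons had 5, 6 and 6 tested members and adjusted p = 0.402, 0.613 and 0.819.

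The cell cycle, hypoxia and ribosomal protein lists were called in all 3 sublines by camera (cell cycle adjusted p = 3.7e-08, 2.0e-16 and 2.8e-10, hypoxia 6.2e-07, 1.1e-05 and 1.1e-07, ribosomal proteins 1.5e-05, 9.4e-10 and 3.2e-08). The adjusted p with an estimated correlation was 0.587, 0.379 and 0.615 for the cell cycle, 0.617, 0.429 and 0.615 for hypoxia and 0.817, 0.432 and 0.774 for ribosomal proteins. A trend with GC content or gene length is argued against as the whole cause, since 9 of these 9 calls passed after its removal. A single scaling factor per library would shift the lists together, whereas the medians of the cell cycle and hypoxia lists lay 1.07 to 1.46 apart on the log2 scale. This gap is part of the pattern itself rather than separate evidence. The growth state of the control cells at harvest, such as a denser culture, is a candidate explanation that stays open, since there is 1 set of control libraries for the 3 shRNAs. A hypothesis left is that loss of LIM1 itself, or the hairpins, may shift these genes, which other control cultures would be needed to test.

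Fisher's exact test asked which lists the genes in common with a fold change above 1.5 fall in. It ran over the 16900 genes tested in both and was adjusted over the lists within each direction. Among the 792 lower genes were 13 of 86 G protein-coupled receptors (adjusted p = 0.0031), 9 of 51 synaptogenesis genes (0.0065) and 6 of 19 hypoxia genes (0.0031), against 4.69% of all genes. The xenobiotic metabolism list, which camera called lower in both sublines, held 6 of 43 and did not pass here (adjusted p = 0.091). The CREB pathway lists held 10 of 200 (5.00%, adjusted p = 1). Among the 673 higher genes were 14 of 37 cell cycle genes (adjusted p = 2.1e-09), 7 of 17 TNF and NF-kB genes (3.8e-05), 6 of 30 mesenchymal markers (0.012) and 5 of 28 interferon genes (0.041), against 3.98% of all genes. Genes of a list are not independent, which this test does not take into account.

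CREB1 transcripts had log2 fold changes of 0.11, 0.52 and 0.59 in KD1, KD2 and KD3 (adjusted p = 0.48, 3.8e-05 and 4.2e-04 in limma), while the paper reports total CREB protein to be elevated in 1 of its KD sublines, without naming it in the text. Transcripts of GAPDH, whose protein the paper uses to normalize its western blots, had −0.66, −0.20 and −0.42 (adjusted p = 2.9e-04, 0.0011 and 5.4e-04 in limma). The KD2 value turned to 0.07 after the GC correction. Protein was not measured here, so these values do not show how much GAPDH protein the blots held. After CBP immunoprecipitation the paper normalized phospho-CREB to CREB instead.

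The genes in common between KD1 and KD2 were set against 100 regroupings of the 9 libraries into 3 groups of 3. As many higher genes were found in 1 of 100, the real grouping (673, with 655 the highest of the others), as many lower genes in 1 of 100 (792, with 781 the highest other) and as many lower CREB pathway genes in 1 of 100 (40, with 22 the highest other). These shares show only that the 9 libraries are not interchangeable, since 96 of the 100 regroupings split the control libraries over groups, with 67, 84 and 1 as their highest counts. The highest of the others kept the control libraries together and mixed KD1 with KD2 libraries. With KD2 in place of control as the reference, a grouping that was not drawn, 1507 genes were higher and 896 lower in both other groups, with 40 lower CREB pathway genes, and with KD1 in its place 237 and 515, with 20. Counts as large are therefore not particular to the control as the reference. For the 4942 genes called with KD1 and KD2 pooled, 2 of 84 splits gave as many, the other being the KD2 libraries set apart with 7047, which points to the differences between the sublines, while the KD1 libraries set apart gave 2180. Gene lists called were 12, 11 and 9 in KD1, KD2 and KD3 (1 of 10 splits each), with 9, 9 and 5 as the highest of the other splits, too few splits for a share under 0.05. The other splits mixed KD and control libraries and called 0 genes, so camera at the preset correlation can call lists where no gene passes. Their groups still held unequal numbers of KD libraries, so part of the contrast remained.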
